# Temporal unsnarling of brain’s acute neuroinflammatory transcriptional profiles reveals panendothelitis as the earliest event preceding microgliosis

**DOI:** 10.1038/s41380-020-00955-5

**Published:** 2020-12-08

**Authors:** Mahesh Chandra Kodali, Hao Chen, Francesca-Fang Liao

**Keywords:** Neuroscience, Psychiatric disorders

## Abstract

Sepsis-associated encephalopathy (SAE) is an acutely progressing brain dysfunction induced by systemic inflammation. The mechanism of initiation of neuroinflammation during SAE, which ultimately leads to delirium and cognitive dysfunction, remains elusive. We aimed to study the molecular events of SAE to capture its onset and progression into the central nervous system (CNS), and further identify the cellular players involved in mediating acute inflammatory signaling. Gene expression profiling on the cerebral vessels isolated from the brains of the mice treated with peripheral lipopolysaccharide (LPS) revealed that the cerebral vasculature responds within minutes to acute systemic inflammation by upregulating the expression of immediate early response genes, followed by activation of the nuclear factor-κB pathway. To identify the earliest responding cell type, we used fluorescence-activated cell sorting (FACS) to sort the glial and vascular cells from the brains of the mice treated with LPS at different time points, and RNA-seq was performed on microglia and cerebral endothelial cells (CECs). Bioinformatic analysis followed by further validation in all the cell types revealed that panendothelitis. i.e., the activation of CECs is the earliest event in the CNS during the inception of acute neuroinflammation. Microglial activation occurs later than that of CECs, suggesting that CECs are the most likely initial source of proinflammatory mediators, which could further initiate glial cell activation. This is then followed by the activation of apoptotic signaling in the CECs, which is known to lead to the blood–brain barrier disruption and allow peripheral cytokines to leak into the CNS, exacerbate the gliosis, and result in the vicious neuroinflammatory cascade. Together, our results model the earliest sequential events during the advancement of systemic inflammation into the CNS and facilitate to understand the interplay between the vascular and glial cells in initiating and driving acute neuroinflammation during SAE.

## Introduction

Sepsis-associated encephalopathy (SAE) is an acutely progressing brain dysfunction that accompanies systemic inflammatory response syndrome (SIRS) or sepsis-induced systemic inflammation and is characterized by the absence of direct central nervous system (CNS) infection [1]. It is the most common type of encephalopathy encountered by patients in the intensive care unit [2] and about 750,000 cases are reported annually in the United States alone [3]. It is very often associated with increased mortality and recovered patients often display chronic neurological dysfunction with cognitive deficits [1, 2].

Neuroinflammation, vascular dysfunction, and blood-brain barrier (BBB) disruption are all proposed to play important roles in the progression of SAE [4]. A widely accepted mechanism proposes that altered brain perfusion and cerebral endothelial cell (CEC) activation results in impaired BBB and subsequent cerebral dysfunction [3, 5, 6]. Microglial and astrocytic activation also occur, resulting in neuroinflammation and an increase in the CNS cytokine levels and thus causing delirium and sickness behavior [7, 8]. Vascular dysfunction and glial cell activation are the two major components of this mechanism. Previous studies suggest that the cerebral blood vessels are initially affected in the CNS during acute systemic inflammatory conditions [9] and that they mediate further cytokine dependent signaling [10]. *Nfkbia* was found alongside the vasculature near the circumventricular organs at 30–60 min after the induction of systemic inflammation [9, 11]. However, the global transcriptional profiles of inflammatory signaling during such and the underlying pathophysiology are not completely characterized. In particular, the immediate effects of systemic inflammation on the cerebral vasculature before advancing to vascular dysfunction are not fully understood yet.

The cells of cerebral vasculature include the vascular endothelial cells and pericytes surrounded by the astrocyte endfeet, which together form the BBB [12]. BBB is an anatomical gateway of the cerebrovascular system responsible for the immune privilege of the CNS, which isolates the CNS from the peripheral immune system and regulates physiological communication between them [13]. Initial effects of systemic inflammation on the cerebral vasculature include molecular changes that are anatomically nondisruptive in nature and are believed to occur earlier during the initiating phase of SAE [14]. There is little knowledge about the cell types in which such initial molecular events occur. The chronology of such molecular sequelae leading to SAE remains elusive. Furthermore, the cellular pathophysiology of the onset of SAE remains poorly understood. It is unclear whether vascular activation or microglial activation occurs initially, which has a determining role in the SAE progression. To prevent sepsis-associated BBB dysfunction and neuro-cognitive damages, it is imperative to know the immediate events and the precise order in which they occur in the CNS during the initiation of SAE, as well as the contribution and interplay of the cell types involved.

Sepsis is known to cause long-term structural changes in the forebrain, which leads to impaired performance in learning and memory tasks [15, 16]. In the present study, we thus used the forebrain, i.e., cortex including the hippocampus, which are crucial for learning, memory, and other cognitive functions, to find out if the cerebral vessels elicit rapid inflammatory responses, and to identify which cells in the CNS are the earliest responders to systemic inflammation.

## Methods

### Animals

C57BL/6 mice were obtained from Jackson Laboratories, housed, and bred in well-ventilated cages under standard laboratory conditions on 12:12 hour light–dark cycle with food and water ad libitum. Both male and female mice aged between 8–12 weeks were used unless otherwise mentioned. All animal experimental procedures were conducted in accordance with the animal care standards of the National Institute of Health and were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Tennessee Health Science Center.

### Lipopolysaccharide (LPS) treatment

Mice were randomized into experimental groups and received a single intraperitoneal injection of either endotoxin-free phosphate buffered saline (PBS) or LPS from *Escherichia coli* O55:B5(Sigma-Aldrich L2880) dissolved and diluted in endotoxin-free PBS (10 mg kg^−1^ body weight [17–20]). Mice were killed at specific time points post injection.

### Standard quantitative real-time polymerase chain reaction (RT-qPCR) on forebrain tissue samples

Total RNA was extracted using the Trizol method and cDNA synthesis was performed using the SuperScript™ IV VILO™ Master Mix with ezDNase™ Enzyme (Invitrogen, 11766050) according to the manufacturer’s protocols. All primer sequences were obtained from the primer bank [21–23] (Listed in supplementary table. 1) or from previously published and validated protocols [24, 25] (Listed in supplementary table. 2). RT-qPCR reactions were performed using 2× SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, 1725271) on an Eppendorf Mastercycler realplex2.

### Microfluidic RT-qPCR on samples of cerebral vessels and sorted cells

Total RNA was extracted from cerebral vessels or sorted cells using the RNeasy Plus micro kit (Qiagen, 74034) and cDNA synthesis was performed as described above. RT-qPCR was performed as per the protocol described [24]. In brief, 1.25 μl of each cDNA sample was pre-amplified using 2.5 μl of 2× Taqman pre-amplification master mix (Applied Biosystems, 4391128) and 1.25 μl of the primer pool (200 nm final conc of the primer pool). Pre-amplification was performed using 10 min 95 °C denaturation step and 14 cycles of 15 seconds at 95 °C and 4 min at 60 °C. The reaction products were then cleaned up to remove unincorporated primers by using Exonuclease I treatment as per the protocol in the Appendix C from the Fluidigm Biomark RT-PCR user guide (Fluidigm PN 68000088 N1). Reaction products were diluted 10× in DNA resuspension buffer (Teknova, T0221). In all, 5 μl from a sample mix containing pre-amplified cDNA and amplification master mix of 20× SsoFast EvaGreen Supermix with Low ROX (Bio-Rad, 1725211) was loaded into each sample inlet of either a 48.48 or a 96.96 Dynamic Array IFC for gene expression (Fluidigm, BMK-M-48.48/BMK-M-96.96). In all, 5 μl from an assay mix containing DNA-assay loading reagent, as well as forward and reverse primers (10 μm final conc) was loaded into each detector inlet. The chip was then placed in either the IFC Controller MX for the 48.48 Dynamic array IFC or IFC controller HX for the 96.96 Dynamic array IFC for loading and mixing. After loading, the chip was processed in the BioMark RealTime PCR System (Fluidigm) using a cycling program of 60 seconds at 95 °C followed by 40 cycles of 96 °C for 5 seconds, 60 °C for 30 seconds and 72 °C for 30 seconds. After completion of the RT-qPCR run, a melting curve of amplified products was determined. RT-qPCR data were normalized using the geometric mean of three reference genes *Actb*, *Gapdh*, and *Rplp0*, analyzed using comparative C_t_ method [26] and following the MIQE (minimum information for publication of quantitative real-time PCR experiments) guidelines [27].

### RNA sequencing (RNA-seq)

(Cerebral vessels, Sorted CECs, and microglia) Isolated RNA sample quality was determined using High Sensitivity RNA Tapestation (Agilent Technologies Inc., California, USA) and concentration was measured using Qubit 2.0 RNA High Sensitivity assay (ThermoFisher, Massachusetts, USA). Libraries were then constructed following manufacturer’s instructions for SMART-Seq® v4 Ultra® Low Input RNA Kit (Takara Bio USA Inc., California, USA) followed by Nextera® XT DNA Library Prep Kit (Illumina, California, USA). Library concentration was initially measured using a Qubit 2.0 fluorometer (Life Technologies) and then diluted to 2 ng/µl before checking insert size on an Agilent 2100 and quantifying to greater accuracy by KAPA SYBR® FAST quantitative PCR (Roche, Indianapolis, USA) (library activity >2 nM). The resulting final library size was ~430 bp with an insert size of ~300 bp. Illumina® 8-nt dual-indices were used. Equimolar pooling of libraries was performed basing on QC values and sequencing was performed on an Illumina® NovaSeq 6000 (Illumina, California, USA) for the cerebral vessel samples or Illumina® HiSeq 4000 (Illumina, California, USA) for sorted CECs and microglia samples by Novogene Co. (Sacramento, CA). The read length configuration was 150 PE for 40 M PE reads per sample (20 M in each direction).

### RNA-seq data analysis

Transcript abundance from RNA-seq reads were quantified using Salmon [28], and gene-level counts were obtained using tximport [29], against the C57BL/6 J mouse genome annotation Genome Reference Consortium Mouse Build 38 patch release 6 (GRCm38.p6), obtained from the National Center for Biotechnology Information. Subsequently, raw counts were processed with DESeq2 [30] to determine differentially expressed genes. All statistical analyses were conducted using R version 4.0. Multiple hypothesis correction was done using the Benjamini–Hochberg method, and a *P* adjusted value (*p*.adj) of 0.05 was considered significant. R package ggplot2 [31] was used for plotting MA plots. Heatmaps were generated after normalization of the raw counts using DESeq2, accounting for library size and removing heteroskedasticity of the counts, and finally, the values were *z*-scored gene wise. *Z-*scores were calculated and obtained on a gene-by-gene basis by subtracting the mean and then dividing by the standard deviation. In pheatmap, *Z-*scores are computed after the hierarchical clustering, so that it only affects the visualization. R package clusterProfiler [32] was used to determine gene ontology (GO) categories that were enriched in the significant genes from each pairwise comparison. GO terms represented in the dot plots were selected from the top 10 inflammatory pathways affected in comparison of LPS 4 hr vs PBS in cerebral vessel samples, and these GO terms were used throughout the study to monitor the progression of inflammatory gene expression. The function enrichKEGG in clusterProfiler was used to find the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways that were enriched from the gene sets in each of the pairwise comparisons. All significant genes (*p*.adj < 0.05 and LFC > 1.5), which were differentially expressed were used, and a *q* value cutoff of 0.01 was applied. Signaling pathway impact analysis (SPIA) was done using the R package SPIA [33] to obtain the perturbation plots of the nuclear factor-κB (NF-κB) pathway (KEGG ID mmu04064) at each treatment time point in each of the cell types.

### Statistics

All statistical analyses (excluding RNA-seq data) were conducted using GraphPad Prism v. 8 (GraphPad Software, San Diego, CA). Data are presented as mean ± SEM. The sample size for each experiment and the statistical testing methods are reported in the figure legends.

Additional methods are included in the supplementary file.

## Results

### Cerebral vessels elicit proinflammatory responses during SAE

To examine the effects of systemic inflammation on the CNS, we initially looked at the gene expression in the whole forebrains isolated from the mice injected intraperitoneally with LPS. We detected significant changes in the widely reported inflammatory cytokine and chemokine gene expression (Supplementary Fig. 1a–h). We also detected changes in pan reactive genes *Lcn2, Osmr, Saa3* (Fig. 1a–c) as well as microglia related *Marco, Msr1, Clec4d, Mrc1, Fcrls* (Fig. 1d–h), astrocyte-related *Chrdl1, Gfap, Sparcl1, Aqp4* (Fig. 1i–l), and CEC-related *Icam1, Cdh5* (Fig. 1m, n). To study the effects on the cerebral vasculature, we isolated the cerebral vessels from the brains of the mice. To confirm the identity of these isolated vessels we stained them for vascular cell markers GLUT1, COL-IV, CD13, and CD31 (Supplementary Fig. 1i–k). Also, several canonical CEC marker genes were found to be selectively enriched in the isolated vessels compared with the vessel depleted brain fractions (Supplementary Fig. 1l–t). To examine if the inflammatory changes could be detected in the cerebral vasculature, we performed RT-qPCR analysis of the RNA from the cerebral vessels isolated from the mice after LPS challenge for 4 h and 24 h. Significant alteration of proinflammatory cytokine genes *Tnf, Il1a, Il1b*, and *Il6* (Fig. 1o–r), and chemokine genes *Ccl2* and *Ccl5* (Fig. 1s, t), as well as proinflammatory genes *Nos2, Ptgs2, Socs3,* and *Saa3* (Fig. 1u–x), demonstrated the effect of systemic inflammation on the cerebral vessels in the CNS.

**Fig. 1:**
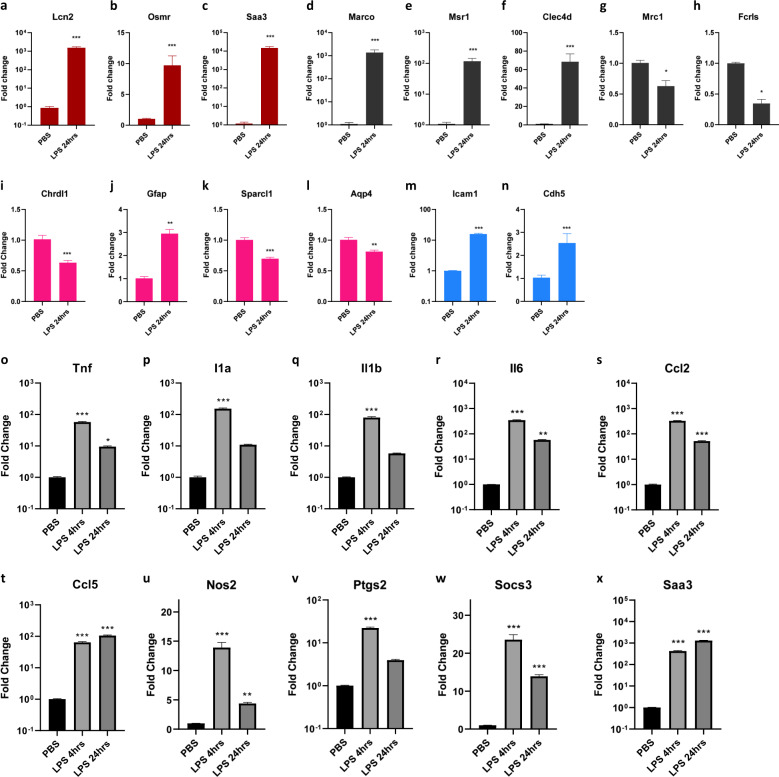
Cerebral vessels elicit proinflammatory responses during SAE. **a**–**n** mRNA fold-change levels in whole forebrain lysates from the mice injected with 10 mg/kg LPS for 24 h, **a**–**c** pan reactive genes *Lcn2, Osmr, Saa3*, **d**–**h** microglia-related genes *Marco, Msr1, Clec4d, Mrc, Fcrls*, **i**–**l** Astrocyte related genes *Chrldl1, Gfap, Sparcl1, Aqp4* (**m**, **n**). CEC related genes *Icam1* and *Cdh5*. (n = 6–8 (male and female) mice in each group, Mann–Whitney test, *p < 0.05, **p < 0.01, ***p < 0.001). **o**–**x** mRNA fold-change levels of various proinflammatory genes in cerebral vessels isolated from the brains of the mice injected with 10 mg/kg LPS for 4 h and 24 h, **o**–**r** proinflammatory cytokines *Tnf, Il1a, Il1b, Il6* **s**, **t** chemokines *Ccl2, Ccl5,* **u***–***x** inflammation-induced genes *Nos2, Ptgs2, Socs3,* and *Saa3*, (*n* = 3–4 male mice in each group, *n* = 3–4 male mice in each group, One-way ANOVA, Dunnett’s post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001, asterisks indicate significance at that particular treatment time point as compared with the PBS group.

### Acute systemic inflammation rapidly affects the cerebral vessels during the initiation of SAE

After detecting the transcriptional changes in the isolated cerebral blood vessels during systemic inflammation, we next wanted to know how soon do the changes occur in the cerebral vasculature in response to systemic inflammation. 

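Cerebral vessels, the blood vessels separated from the rest of the forebrain tissue, were sequenced in 12 libraries: 3 each for PBS, LPS 15 min, LPS 30 min, and LPS 4 h. LPS was injected intraperitoneally at 10 mg/kg. Each library pooled the vessels of 2 mice, 1 male and 1 female C57BL/6, so each group drew on 6 mice. Full-length cDNA was amplified with the SMART-Seq v4 kit, fragmented with Nextera XT, and read as paired ends on an Illumina NovaSeq instrument. The authors estimated transcript abundance with Salmon, summed it to genes with tximport, and normalized the gene counts with DESeq2 on GRCm38.p6. Their files hold, for 140948 transcripts of each library, the estimated number of fragments and TPM (abundance scaled for transcript length), and for 54331 genes the normalized counts, which were also divided by average transcript length factors. Estimated fragments totalled 18.3 to 25.9 M per library. The group medians were 23.0 M for PBS (22.5 to 25.6), 23.2 M for LPS 15 min (20.7 to 25.9), 22.3 M for LPS 30 min (21.6 to 22.4), and 20.6 M for LPS 4 h (18.3 to 21.1). The paper states 40 M paired-end reads per sample, 20 M in each direction, and the sample records state 20 M. The 10 most abundant genes took a median of 7.54% of the fragments in PBS, 6.89% at LPS 15 min, 8.90% at LPS 30 min, and 11.0% at LPS 4 h. Fragment counts were summed to genes of the GENCODE M21 annotation, and 19150 genes passed the filter on low counts in edgeR. A gene was called past the threshold when the test of edgeR for a change beyond 1.5-fold (0.58 on the log2 scale) gave an adjusted p below 0.05. Log2 fold changes are printed with a standard error (SE) derived from the test statistic of the fit. Levels are given as CPM (counts scaled by library total and TMM factor), mean ± SD of 3 libraries. For large changes from few PBS counts this SE can be too small. For Cxcl2 at LPS 15 min it was 0.129, where the paper prints 0.288. Leaving out single libraries moved that change between 5.45 and 6.08. The common biological coefficient of variation was 0.0524. Pairs of libraries within a group differed, in the median over genes, by 2.21 to 2.93 times the variance that counting alone gives. The mean over genes was 2.58 to 7.70 times, so part of the genes varied more. With 3 libraries against 3, permuting the labels of a single gene cannot give a p below 0.1, so each call rests on a spread pooled across genes. For 109 of the 16704 genes compared the summed counts depart from the normalized counts by more than 0.5 on the log2 scale, and their values are uncertain.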

To capture the global gene expression patterns in the cerebral vasculature following acute systemic inflammation, RNA-seq was performed on the isolated cerebral vessels from the mice at 15 min, 30 min, and 4 h after receiving LPS. The scatterplot matrix shows the expression levels of all the pairwise comparisons of the LPS treatments to PBS control (Supplementary Fig. 2a). 

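Across all genes in the table of normalized counts, scaled to CPM with 1 added and put on a log10 scale, the group means of PBS correlated with those of LPS 15 min at r = 0.995, with LPS 30 min at 0.993, and with LPS 4 h at 0.96. The correlation was 0.994 between LPS 15 min and LPS 30 min, 0.96 between LPS 15 min and LPS 4 h, and 0.968 between LPS 30 min and LPS 4 h. These values match the numbers printed in Supplementary Fig. 2a. The correlations were also computed on a pair of TPM scales. Over 54119 joined genes they were 0.989, 0.986, and 0.939 for PBS with LPS 15 min, LPS 30 min, and LPS 4 h. On genes past the filter they were 0.985, 0.978, and 0.878 in that order, and 0.983 (15 and 30 min), 0.880 (15 min and 4 h), and 0.905 (30 min and 4 h) among the LPS groups. On that last scale, single libraries of the same group correlated at 0.99 to 0.991.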

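PCA was recomputed for all 12 libraries of PBS, LPS 15 min, LPS 30 min, and LPS 4 h on the variance-stabilized counts of the 500 most variable genes. The first component held 86.1% of the variance, the second 8.49%, the third 1.77%, and the fourth 0.916%. On the first component the group means were -30.9 (SD 0.286, n = 3 libraries) for PBS, -29.0 (0.809) for LPS 15 min, -12.9 (0.354) for LPS 30 min, and 72.8 (0.167) for LPS 4 h. On the second component they were -16.1 (SD 0.689) for PBS, -1.25 (1.19) for LPS 15 min, 21.0 (0.529) for LPS 30 min, and -3.61 (0.602) for LPS 4 h. In the plane of these components the largest distance between libraries of a group was 2.67 and the smallest between libraries of different groups was 13.1. Among the alternatives tried, PCA on all genes past the filter moved the first component most, to 74.9%.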

Analysis of the RNA-seq data followed by the principal component analysis (PCA) showed a clear separation among these treatment time points (Fig. 2a). Moreover, unsupervised hierarchical clustering of samples also displayed distinct grouping according to the treatment groups (Supplementary Fig. 2b). 

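Hierarchical clustering of the libraries by Euclidean distance over variance-stabilized counts gave 4 branches that matched the 4 groups. LPS 4 h separated first, at a height of 172, then LPS 30 min at 88.4, and PBS from LPS 15 min at 79.1. Within groups the distances ran from 59.2 to 60.6 in PBS, 57.6 to 58.6 at LPS 15 min, 62.3 to 62.6 at LPS 30 min, and 71.3 to 73.5 at LPS 4 h. From PBS, the LPS 15 min libraries lay at 75.9 to 79.1, the LPS 30 min libraries at 86.0 to 88.4, and the LPS 4 h libraries at 171 to 172. Between LPS groups the distances were 79.8 to 83.0 (15 and 30 min), 170 to 172 (15 min and 4 h), and 156 to 157 (30 min and 4 h).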

Further analysis revealed the differential expression of 457, 558, and 4843 genes significantly (*p*.adj < 0.05 and log fold change (LFC) > 1.5) during the treatment timepoints 15 min, 30 min, and 4 h respectively compared with the baseline PBS control (Fig. 2b–d). 

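At LPS 15 min 814 genes were past the threshold against PBS, 642 of them higher and 172 lower. At LPS 30 min there were 884, with 728 higher and 156 lower, and at LPS 4 h there were 6315, with 3660 higher and 2655 lower. The libraries of PBS and LPS did not overlap in 811, 882, and 6292 of these genes. Over all genes tested, 49.3%, 46.7%, and 70.9% had groups without overlap, where 10% arise by chance. The median SE of a log2 fold change was 0.0990 at 15 min, 0.10 at 30 min, and 0.106 at 4 h. Of the alternatives tried, a test against no change without a fold limit moved the counts most, to 7393, 7066, and 13124. Library size only moved the balance of directions most among them at 4 h, where 18.2% of 10523 called genes were higher, against 58.0% above; at 30 min 60.8% of 893 were higher, against 82.4%. Among called genes with a mean count of at least 50 and no overlap, the 5 largest rises at LPS 15 min were those of Gm20388, Muc5ac, Gp2, Reg3g, and Cxcl1. The first 4 had no count in any PBS library, so their changes are lower bounds, set against a floor of 3 counts over the PBS group. Gm20388 (chromosome 8, 119910841 to 124345722) was at least 669-fold higher at 23.6 ± 10.4 CPM, and DESeq2 gave it no adjusted p. Muc5ac was at least 456-fold higher, Gp2 at least 239-fold, and Reg3g at least 130-fold. The same limits on mean count and overlap hold for the other rankings in this paragraph. Under them the largest falls at LPS 15 min were Xist, by -2.10 (SE 0.232, adjusted p 8.85e-06), Slc6a12, by -2.03 (SE 0.115, adjusted p 2.98e-10), Gm49097 (-1.94, SE 0.325), Rbp4 (-1.74, SE 0.194), and Cyp26b1 (-1.68, SE 0.135). Angpt4, outside these limits, fell by more (-2.76, SE 0.428). Xist ranged from 31.5 to 108 CPM among the LPS 15 min libraries. A share of male RNA that differs between pools could also lower Xist, so its falls are not assigned to LPS. At LPS 30 min the largest rises were Cxcl2, Cxcl1, Sele, Myh1, and Tnf. Sele (chromosome 1, 164048234 to 164057677) rose by 8.83 (SE 0.068, adjusted p 5.37e-29), from 0.422 to 195 CPM. Myh1, a gene of skeletal muscle, rose by 8.05 (SE 0.334, adjusted p 1.31e-14), from 0.0879 to 24.0 CPM, and by 9.18 without PBS replicate 1 and 7.44 without PBS replicate 2. The largest falls at LPS 30 min were Xist (-4.26, SE 0.288), Arntl (-2.18, SE 0.109), Adh1 (-1.88, SE 0.125), Gm12184 (-1.84, SE 0.468), and Gm49097 (-1.84). Under limma with 1 added Gm49097 was not past the threshold at 15 min (adjusted p 0.503) or 30 min (adjusted p 0.569). Gm12184 had an adjusted p of 0.0500 and was not past the threshold without any single PBS replicate or without LPS 30 min replicate 1 or 2 (adjusted p 0.054 to 0.197). Nor was it under DESeq2 (adjusted p 1), the length offset (0.227), the replicate block (0.0625), or limma with 1 (0.494) or 10 (0.247) added. At LPS 4 h the largest rises were Il6, Csf3, Cxcl2, and Cxcl10. Il6 (chromosome 5, 30013114 to 30019981) had no count in PBS and 548 ± 13.8 CPM at 4 h, at least 15075-fold higher. Csf3 rose by 13.64 (SE 0.0571) to 3170 CPM, Cxcl2 by 12.58 (SE 0.0633), and Cxcl10 by 12.18 (SE 0.0535) to 9070 CPM. Leaving out single libraries gave 13.4 to 13.8 for Csf3, 12.3 to 12.9 for Cxcl2, and 12.1 to 12.3 for Cxcl10. These SE are thus too small. Ubd, without a count in PBS, was at least 1042-fold higher, which leaves its rank open. Notumos (-6.59), Adh1 (-6.01), Gm7357 (-5.72), and Notum (-5.62) had large falls, that of Gm7357 being -7.38 without LPS 4 h replicate 1 and -5.12 without LPS 4 h replicate 2. Gm29331 had no count at LPS 4 h and was at least 66.3-fold lower, its rank also open.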

We then looked at the progression of immediate early genes [34] (IEGs), which indicate the earliest inflammatory responses. There was a rapid induction of IEGs in the blood vessels as early as 15 min and peaking at 30 min post LPS (Fig. 2e, Supplementary Table 3a–c). 

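All 12 IEGs listed in the paper were past the threshold and higher than in PBS at each time. The median log2 fold change was 3.08 at LPS 15 min (2.07 to 4.19), 5.01 at LPS 30 min (3.45 to 6.70), and 2.63 at LPS 4 h (1.23 to 5.61), and no IEG had an adjusted p above 3.92e-10. In each of the 12 genes all 3 LPS libraries of each time were above all 3 PBS libraries. With p adjusted over the list alone the 12 calls were the same in number; the paper's tables list these genes from the same libraries, so that count is not independent evidence. Of the alternatives tried, the added limit of 1.5 on the log2 fold change and library size only each took the count at LPS 4 h from 12 to 11. That limit also left 9 genes lower at 15 min than at 30 min and 7 lower at 4 h than at 30 min, where 11 and 11 were found without it. Fos (chromosome 12, 85473890 to 85477273) went from 8.59 ± 0.276 CPM in PBS to 112 ± 4.63 at 15 min, 426 ± 18.1 at 30 min, and 132 ± 3.93 at 4 h. Its log2 fold changes were 3.71 (SE 0.0517), 5.63 (SE 0.0489), and 3.94 (SE 0.0529). Against PBS at 15 min, 30 min, and 4 h, Atf3 changed by 3.66, 6.70, and 5.61, Egr1 by 2.90, 5.20, and 3.80, and Egr3 by 2.26, 5.01, and 2.18. In the same order Fosb changed by 3.05, 6.12, and 2.89, Nr4a1 by 3.11, 5.01, and 2.37, and Junb by 3.21, 4.82, and 4.12. Jun changed by 2.65, 3.45, and 1.74, Ier2 by 2.35, 3.50, and 2.24, Ier3 by 2.07, 3.99, and 4.11, and Dusp1 by 3.38, 3.65, and 1.95. Hspa1a (chromosome 17, 34969190 to 34972156) changed by 4.19 (SE 0.0518), 6.54 (SE 0.0535), and 1.23 (SE 0.0631); scaled by library size alone its change at 4 h was 0.53, not past the threshold. Tested against LPS 15 min, 11 of the 12 genes were past the threshold and higher at 30 min, with a median difference of 1.92. Dusp1 was the exception (0.27, SE 0.0289, adjusted p 1). From 30 min to 4 h 11 of 12 were past the threshold and lower, with a median of -1.69, and the exception was Ier3 (0.11, SE 0.0303, adjusted p 1; -0.42 when scaled by library size alone). The largest fall was that of Hspa1a, by 5.31 on the log2 scale.

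**Figure D1:**
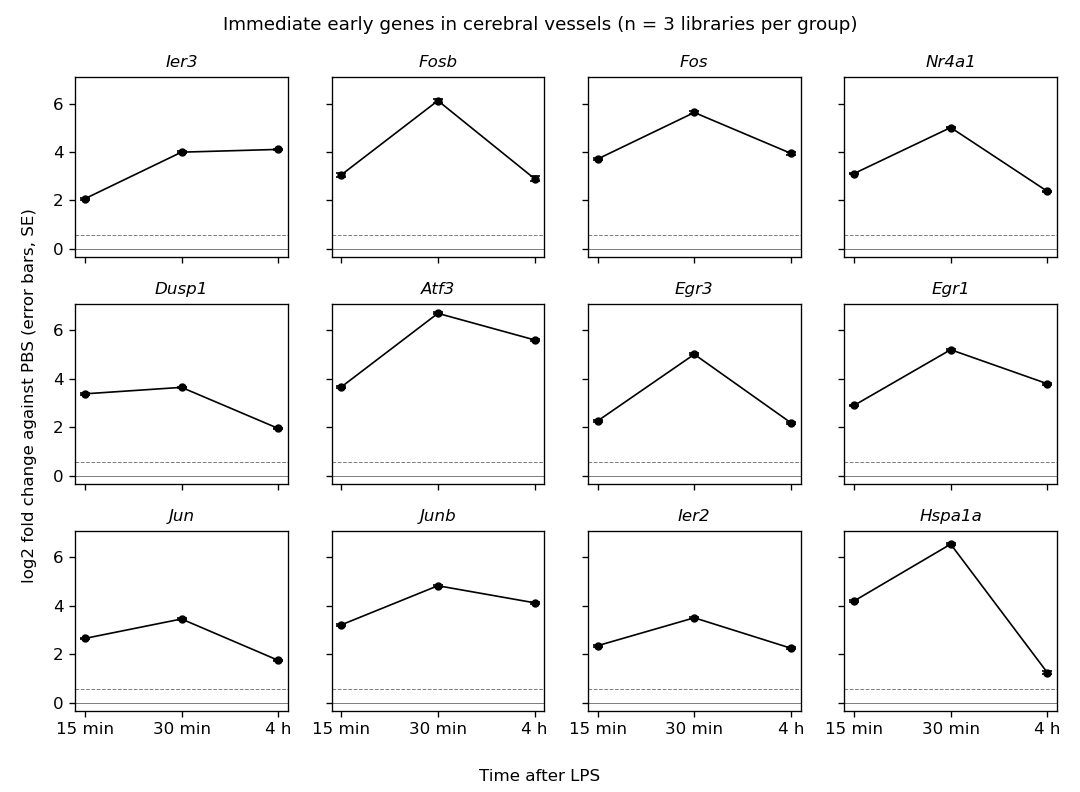
Log2 fold changes of the 12 IEGs against PBS at LPS 15 min, LPS 30 min, and LPS 4 h, with their SE (n = 3 libraries per group). The broken line marks 1.5-fold.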

We also observed the changes in the genes belonging to the GO term response to LPS (GO:0032496) at 15 min, suggesting the immediate effect of peripheral inflammation on the cerebral blood vessels (16 genes, Supplementary Fig. 2c, Supplementary Table 4). 

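All 16 genes of Supplementary Table 4 were past the threshold at LPS 15 min, 15 higher and 1 lower, with a median log2 fold change of 1.74 and no adjusted p above 0.000447. All 16 had PBS and LPS libraries that did not overlap, and all 16 were called with p adjusted over the list alone. The paper listed these genes as significant in the same libraries, so such counts are not independent evidence. Cxcl1 (chromosome 5, 90891241 to 90893115) was at 88.0 ± 2.83 CPM against 1.43 ± 0.642 in PBS, a log2 fold change of 5.92 (SE 0.0852, adjusted p 5.14e-23). Cxcl2 (chromosome 5, 90903871 to 90905938) was at 11.9 ± 0.217 CPM against 0.214 ± 0.095, a change of 5.73 (SE 0.129, adjusted p 5.94e-19). Tnf (chromosome 17, 35199381 to 35202007) was at 2.45 ± 0.421 CPM against 0.114 ± 0.167, a change of 4.43 (SE 0.385, adjusted p 5.97e-08), and 3.81 without PBS replicate 2 and 6.72 without PBS replicate 3. The gene that fell was Ppbp (chromosome 5, 90768518 to 90770063), at 2.70 CPM against 8.14 (-1.59, SE 0.15, adjusted p 4.49e-06). Requiring a log2 fold change over 1.5 besides moved this list most among the alternatives tried, to 9 genes.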

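Of the 67 genes of Supplementary Table 5, which the paper draws from GO terms on NF-κB activity, LPS, cytokine production, and TNF production, 66 could be tested at LPS 30 min and 64 were past the threshold, 62 higher and 2 lower. The median log2 fold change of those tested was 2.44, from -1.21 to 9.84, and no called gene had an adjusted p above 0.00383. Il10 and Il6 had no count in PBS; placed at their lower bound they leave the median at 2.44, and Il6 was at least 14.4-fold higher. In 65 genes the PBS and LPS libraries did not overlap, and 65 were called with p adjusted over the list alone. Since the paper kept only genes significant at 30 min in the same libraries, these counts are not independent evidence. Cxcl2 reached 205 ± 5.98 CPM, a log2 fold change of 9.84 (SE 0.073, adjusted p 2.81e-29), and Cxcl1 reached 1122 ± 2.47 CPM, a change of 9.59 (SE 0.074, adjusted p 3.98e-29). Tnf reached 22.4 ± 1.70 CPM, a change of 7.61 (SE 0.281, adjusted p 1.52e-15), which was 6.99 without PBS replicate 2 and 9.91 without PBS replicate 3. The called genes that fell were Cx3cr1 (chromosome 9, 119901616 to 120069879), at 5.19 CPM against 12.0 in PBS (-1.21, SE 0.132, adjusted p 0.000289), and Ddx60 (chromosome 8, 61928087 to 62038244), at 8.91 against 16.8 CPM (-0.92, SE 0.0656, adjusted p 0.000145). Mcoln2 (chromosome 3, 146149833 to 146195513) stood at 0.685 ± 0.265 CPM against 1.46 ± 0.240 (-1.08, SE 0.247, adjusted p 0.133) and was not past the threshold. It was called under library size only, both quasi-likelihood tests, the length offset, and limma with 1 added (adjusted p 0.00131 to 0.0372 in these, 0.00131 to 0.871 over the 12 settings), and without LPS 30 min replicate 2 (-1.34, adjusted p 0.0495). Akap12 (chromosome 10, 4266380 to 4359470) stood at 9.92 ± 5.62 CPM against 14.7 ± 1.36 (-0.57, SE 0.206, adjusted p 1), with overlapping libraries. Akap12 is among the genes whose summed counts depart from the normalized counts, on which, with 1 added, it changed by 1.22 in limma. Slamf6 (chromosome 1, 171917515 to 171953170) had too few counts to be tested, with 10, 8, and 5 in the PBS libraries and 0, 5, and 1 at LPS 30 min. The added limit of 1.5 on the log2 fold change moved this list most, to 42 genes.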

Next, we observed distinct changes at 30 min in the genes belonging to positive regulation of NF-κB transcription factor activity (GO:0051092), response to LPS (GO:0032496), positive regulation of cytokine production (GO:0001819), and tumor necrosis factor production (GO:0032640) (67 genes, Fig. 2f, Supplementary Table 5), suggesting the rapid activation of proinflammatory signaling. GO enrichment was done on the differentially expressed significant genes, and the dot plots show the progression of selected GO terms related to inflammatory signaling at each time point, further indicating the immediate induction of proinflammatory signaling in the vasculature as early as 15 min after peripheral LPS injection (Supplementary Fig. 2d; Fig. 2g and Supplementary Fig. 2e). 

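Nfkbia (chromosome 12, 55489410 to 55492647, minus strand) was at 209 ± 5.35 CPM in PBS, 491 ± 6.30 at LPS 15 min, 1282 ± 13.2 at LPS 30 min, and 2546 ± 51.9 at LPS 4 h. Its log2 fold change against PBS was 1.23 at 15 min (SE 0.0235, adjusted p 5.16e-17), 2.62 at 30 min (SE 0.0241, adjusted p 7.66e-27), and 3.60 at 4 h (SE 0.025, adjusted p 3.85e-30), with all 3 libraries of each LPS group above all 3 of PBS. Leaving out single libraries kept the change at 15 min between 1.21 and 1.25. From 15 to 30 min it rose by 1.39 (SE 0.0229, adjusted p 2.32e-19), and from 30 min to 4 h by 0.99 (SE 0.0225, adjusted p 1.06e-14; 0.45 and not past the threshold when scaled by library size alone). Of the alternatives tried on the change at 15 min, the added limit of 1.5 was the one under which Nfkbia was not called.

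**Figure D2:**
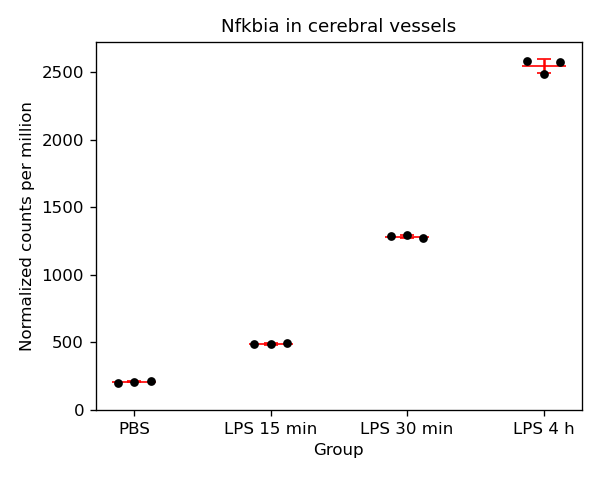
Normalized CPM of Nfkbia in each library of PBS, LPS 15 min, LPS 30 min, and LPS 4 h.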

Our results indicate that *Nfkbia* begins to increase as early as 15 min following the peripheral inflammatory insult and is also consistent with the previous reports of detecting its expression at 30 min near the vasculature in the brain [9]. Furthermore, the genes regulating the blood vessel morphology were also vastly affected at 15 min (Fig. 2h, Supplementary Table 6), and the genes regulating the blood vessel size and diameter at 30 min (Fig. 2i, Supplementary Table 7). 

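All 13 genes of Supplementary Table 6 were past the threshold at LPS 15 min, 10 higher and 3 lower, with a median log2 fold change of 1.18 and no overlap of PBS and LPS libraries in any of the 13. Adjusting p over the list alone gave the same number of calls. Adamts1 (chromosome 16, 85793827 to 85803113) was at 383 CPM against 105 in PBS (1.87, SE 0.0235, adjusted p 1.32e-22), and Klf2 (chromosome 8, 72319033 to 72321656) at 1202 against 347 CPM (1.79, SE 0.0245, adjusted p 8.84e-22). The falls were Angpt4 (chromosome 2, 151911210 to 151945337), at 0.244 against 1.66 CPM (-2.76, SE 0.428, adjusted p 0.000371), Creb3l1 (-1.04, SE 0.119, adjusted p 0.00287), and Tgfb2 (-0.94, SE 0.0393, adjusted p 3.74e-08). Xdh had the highest adjusted p, 0.0481 at a change of 0.65. It was not past the threshold without PBS replicate 1 (0.63, adjusted p 0.26), PBS replicate 2 (0.65, adjusted p 0.0736), LPS 15 min replicate 1 (0.62, adjusted p 0.301), or LPS 15 min replicate 2 (0.65, adjusted p 0.0859). All 12 genes of Supplementary Table 7 were past the threshold at LPS 30 min, 10 higher and 2 lower, with a median of 1.67, no adjusted p above 0.000773, and no overlap. Besides Tnf, the largest rises were Icam1 (chromosome 9, 21015985 to 21028817), at 1745 ± 28.2 CPM against 61.9 ± 1.56 (4.82, SE 0.0277, adjusted p 4.38e-31), and Ptgs2 (chromosome 1, 150100031 to 150108227), at 881 against 33.0 CPM (4.74, SE 0.026, adjusted p 2.52e-31). Alox12 fell by 1.19 on the log2 scale (SE 0.0928, adjusted p 4.45e-06), and Kdr (chromosome 5, 75932827 to 75978458) went from 352 to 176 CPM (-0.99, SE 0.0276, adjusted p 3.33e-12). Under the added limit of 1.5, the alternative that moved both lists most, 4 and 6 genes were called. Both lists hold genes that the paper found significant in the same libraries, so the counts are not independent evidence.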

At 4 h, the genes regulating the establishment of endothelial barrier were affected which suggest the functional effects of proinflammatory signaling on the vasculature, i.e., rapid progression towards BBB disruption (Supplementary Fig. 2f, Supplementary Table 8). 

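All 23 genes of Supplementary Table 8 were past the threshold at LPS 4 h, 17 higher and 6 lower, with a median log2 fold change of 1.37 and no adjusted p above 1.58e-07. None of the 23 had overlapping PBS and LPS libraries, and all 23 were called with p adjusted over the list alone. Because the paper chose them as significant at 4 h in the same libraries, these counts are not independent evidence. Il1b (chromosome 2, 129364570 to 129371139) was at 136 ± 5.92 CPM against 0.469 ± 0.277 in PBS, a change of 8.15 (SE 0.124, adjusted p 4.06e-24). Tnf rose by 7.85 (SE 0.281, adjusted p 9.06e-17), by 7.23 without PBS replicate 2 and 10.14 without PBS replicate 3, and Icam1 by 5.77 (SE 0.0287, adjusted p 5.56e-33) to 3390 ± 34.8 CPM. Cdh5 rose by 1.96 and Cldn1 by 1.80. The largest falls were Sox18 (chromosome 2, 181669836 to 181671640), from 361 to 17.6 CPM (-4.36, SE 0.041, adjusted p 8.04e-28), and Cldn5 (chromosome 16, 18776847 to 18778262), from 2362 ± 70.8 to 475 ± 4.56 CPM (-2.31, SE 0.0224, adjusted p 8.33e-27). Ppp1r16b changed by -2.05 (SE 0.0685, adjusted p 9.79e-16), Pde2a by -1.61 (SE 0.0845, adjusted p 2.22e-11), Add1 by -1.09 (SE 0.0322, adjusted p 1.59e-13), and Afdn by -0.89 (SE 0.0382, adjusted p 2.06e-08). A limit of 1.5 on the log2 fold change, the alternative with the largest effect on this list, called 15 genes.

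**Figure D3:**
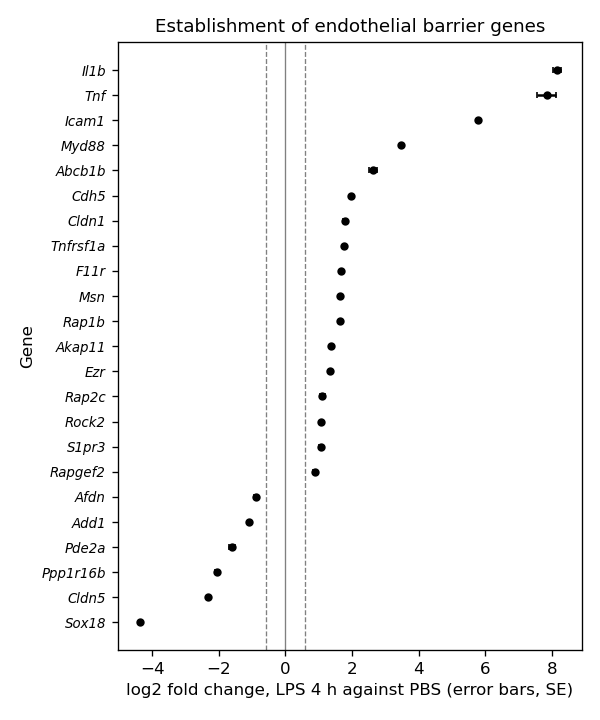
Log2 fold changes of the genes of Supplementary Table 8 at LPS 4 h against PBS, with their SE. Broken lines mark 1.5-fold.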

The dot plot shows the changes in GO terms related to the BBB integrity, and the number of associated genes which were significantly affected at 4 h post LPS injection (Supplementary Fig. 2g). Together, these results suggest the progression of inflammatory response into the CNS by beginning with the activation of inflammatory signaling in the vasculature and simultaneously affecting the blood vessel size and diameter, continued by rapid inflammatory signaling, and finally the induction of endothelial apoptotic signaling and dysregulation of the endothelial barrier.

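Between LPS 15 min and LPS 30 min 911 genes were past the threshold, 530 higher and 381 lower at 30 min. Between LPS 30 min and LPS 4 h there were 5530, 3249 higher and 2281 lower at 4 h. Of the genes called against PBS, 254 were shared by LPS 15 min and LPS 30 min, 251 of them with the same sign. LPS 15 min and LPS 4 h shared 304, 251 with the same sign, and LPS 30 min and LPS 4 h shared 630, 595 with the same sign. The log2 fold changes of all genes tested correlated at 0.50 between 15 and 30 min, 0.19 between 15 min and 4 h, and 0.43 between 30 min and 4 h. The contrasts share their PBS libraries: simulated libraries without any change gave 0.50, 0.48, and 0.48. Those values hold where noise makes up all of the change, so they are not a baseline for the correlations found. How much of these the shared PBS libraries give was not measured. The paper reports changes in the IEGs, the genes of the response to LPS, and the genes of vessel morphology at 15 min, and in the barrier genes at 4 h. From its results together it proposes an order in which the response spreads into the CNS. Inflammatory signaling in the vessels comes first, with vessel size and diameter affected at the same time. Rapid inflammatory signaling follows, and a disturbed endothelial barrier comes last. Endothelial apoptotic signaling, which the paper also places last, was not re-derived here. The barrier genes were tested as a list at 4 h only, so their place in this order was not tested. Of their largest rises, Tnf (4.43) and Il1b (2.46) were already past the threshold at 15 min, and Icam1 was past it at 30 min.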

**Fig. 2:**
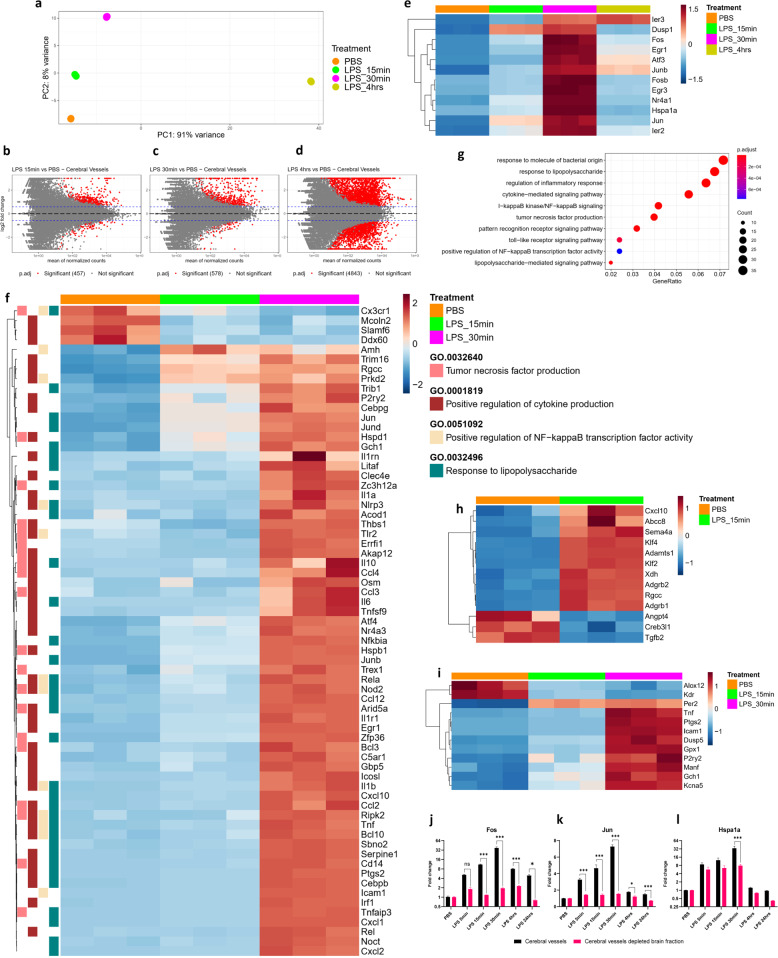
Acute systemic inflammation rapidly affects the cerebral vessels during the initiation of SAE. **a** PCA plot of the RNA-seq data from cerebral vessels isolated from the brains of mice injected with 10 mg/kg LPS for 15 min, 30 min, and 4 h or PBS. (*n* = 3 in each group, every sample in each group includes the cerebral vessels from one male and one female mouse pooled together) **b**–**d**. MA plots of the pairwise comparisons of cerebral vessels for the LPS treatment timepoints **b** 15 min, **c** 30 min, and **d** 4 h compared with PBS; log fold changes (LFCs) are plotted against the mean of normalized counts to determine the variance between two treatments in terms of gene expression. Red nodes on the graph represent statistically significant data points, i.e., *p*.adj < 0.05 and LFC > 1.5. Gray nodes are data points that are not statistically significant. Numerical values in parentheses for the significant legend indicate the number of genes that meet the prior condition. Dashed lines indicate the cutoff LFC values. e. Heatmap showing the progression of immediate early genes activation in the cerebral vessels, (significant genes (*p*.adj < 0.05 and LFC > 1.5) in LPS 15 min, 30 min, and 4 h compared with PBS). **f** Heatmap showing the progression of significant genes belonging to gene ontology (GO) terms positive regulation of NF-κB activity (GO:0051092), response to lipopolysaccharide (GO:0032496), positive regulation of cytokine production (GO:0001819), and tumor necrosis factor production (GO:0032640), in the cerebral vessels from the LPS treatment time points 15 min and 30 min (significant genes (*p*.adj < 0.05 and LFC > 1.5) in LPS 30 min compared with PBS). **g** GO enrichment dot plot showing the number of genes affected in the inflammation-related GO terms in the cerebral vessels from 30 min LPS treatment compared with PBS. **h** Heatmap showing the significant (*p*.adj < 0.05 and LFC > 1.5) genes belonging to gene ontology term negative regulation of blood vessel morphogenesis (GO:200018), in the cerebral vessels from the LPS treatment time point 15 min. i. Heatmap showing the progression of significant genes belonging to gene ontology term regulation of blood vessel diameter (GO:0097746), in the cerebral vessels from the LPS treatment time point 15 min and 30 min (significant genes (*p*.adj < 0.05 and LFC > 1.5) in LPS 30 min compared with PBS). **j**–**l** Time course of **j** *Fos*, **k** *Jun*, **l** *Hspa1a* mRNA fold changes in cerebral vessels and cerebral vessels depleted fractions, isolated from the brains of mice treated with 10 mg/kg LPS for 5 min, 15 min, 30 min, 1 h, 4 h, 24 h, and PBS, graphs depict mean ± SEM, *n* = 8 (four males and four females in each group), Two-way ANOVA with Dunnett post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001.

To further confirm the RNA-seq results and to know how earliest the peripheral inflammation induces the changes in the cerebral vasculature, we performed a similar time course study to look at the pattern of the changes in the gene expression of the blood vessels. We thus isolated the cerebral vessels from the brains of the mice which were injected with LPS and killed after 5 min, 15 min, 30 min, 1 h, 2 h, and 4 h. RT-qPCR results confirmed the rapid induction of immediate early response genes *Fos, Jun*, and *Hspa1a1* in the blood vessels (Fig. 2j–l). Of note, this early response was found enriched in the vessels compared with the remaining brain fractions after vessel depletion, suggesting the important role of vasculature-mediated inflammatory wave propagation into the CNS. We also found that the genes related to the GO terms response to LPS and positive regulation of NF-κB signaling were significantly altered during the initiation of acute neuroinflammation, which confirmed the results obtained from the RNA-seq analysis on the cerebral vessels (Supplementary Fig. 2h, i).

### Cerebrovascular cells are affected during SAE

To identify which specific cell type(s) were responsible for the transcriptional changes detected in the cerebral vessels as well as to pinpoint the individual contribution of each of the predominant cell types in the CNS, we designed a flow cytometry surface staining panel and validated a gating scheme to simultaneously label and sort all the major non-neuronal gliovascular cells (CECs, microglia, astrocytes, and pericytes) from an adult mouse brain. We then injected the mice with LPS and killed them after 4 h and 24 h, immediately followed by the isolation of the brains and dissociation to yield single-cell suspension, immunolabelling, and finally sorting them using fluorescence-activated cell sorting (FACS). Microglia, CECs, pericytes, astrocytes were defined and gated as CD45 low-mid CD11b+ [35], CD45− CD13− CD31+ [36, 37], CD45− CD31− CD13+ [37], and CD45− CD31− CD13− O4− ACSA2+ [38, 39] respectively, as shown in the representative gating scheme (Fig. 3a). Only surface markers were used to avoid cell permeabilization, and dead cells were excluded to ensure respective cell type identity and sorted cell quality during the sorting. We then performed RT-qPCR on the RNA isolated from the sorted individual cell lysates. Our results revealed that not only the microglia and astrocytes responded to acute systemic inflammation, but also the cerebrovascular endothelial cells, as well as pericytes, displayed proinflammatory transcriptional changes at 4 h and 24 h post peripheral inflammatory insult (Fig. 3b–i), suggesting that the results we obtained earlier on the isolated cerebral vessels might be due to the responses in these vascular cells. To further confirm the identity of the sorted cells, we analyzed the lysates for the cell type specific marker genes using RT-qPCR, i.e., *Aif1/Iba1, Siglech, Tmem119,* *Csf1r,* and *Adora3* for microglia, *Aldh1l1, Gfap*, *S100b,* and *Aqp4* for astrocytes, *Cdh5, Ocln, Glut1*, and *Cldn5* for CECs, *Anpep*, and *Pdgfrb* for pericytes. We then found the appropriate enrichment or depletion of each cell type specific marker transcripts in the respective sorted immunolabelled target populations, further confirming the purity of the isolated cell populations (Supplementary Fig. 3a–o).

**Fig. 3:**
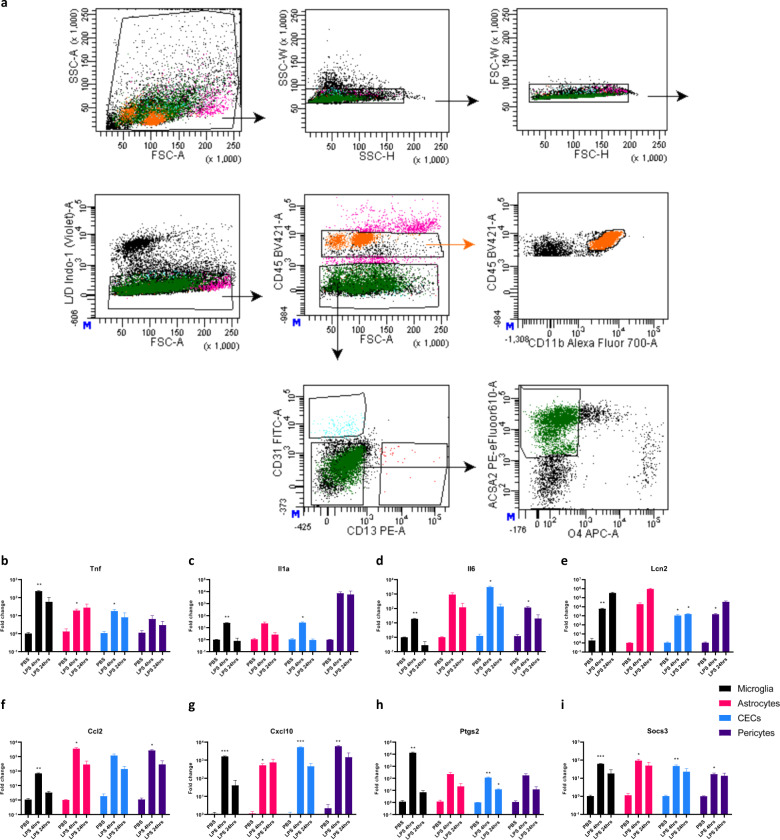
Cerebrovascular cells are affected during sepsis-induced neuroinflammation. **a** Fluorescence-activated cell sorting (FACS) strategy for the simultaneous sorting of gliovascular cells from an adult mouse brain, microglia, CECs, pericytes, astrocytes were defined and gated as CD45 low-mid CD11b+, CD45− CD13− CD31+, CD45− CD31− CD13+, and CD45− CD31− CD13− O4− ACSA2+ respectively, **b**–**i** Time course of mRNA fold change in microglia, astrocytes, CECs, and pericytes isolated from the brains of mice injected with 10 mg/kg LPS for 4 h and 24 h, **b** *Tnf*, **c** *Il1a*, **d** *Il6*, **e** *Lcn2*, **f** *Ccl2*, **g** *Cxcl10*, **h** *Ptgs2*, and **i** *Socs3*. Graphs depict mean ± SEM, *n* = 4 (females) each group, Two-way ANOVA with Dunnett post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001 asterisks indicate significance at that particular treatment time point as compared with the respective PBS group in each of the cell types.

### Temporal transcriptional profiling of CECs and microglia reveal individual cell type-specific gene expression kinetics during the initiation of SAE

Though we were able to identify that the vascular cells are affected during systemic inflammation, it is still unclear about which cell type in the vasculature initially senses or responds to acute systemic inflammation and additionally, if this response is a result of peripheral inflammation or a result of glial cell responses in the CNS. After the initial validation of our method to sort the various cells in the CNS, we next wanted to find out which vascular cell type mediates the acute inflammatory responses detected in the cerebral blood vessels and to determine how these responses compare against that of the responses in resident myeloid cells, i.e., microglia. Such a comparative study would allow us to sequentially visualize and contrast the cell type-specific progression of inflammatory events as a function of time. Given that endothelial cells being the principal vascular cell type lining up the blood vessels, we hypothesized that CECs could be the key players in mediating the acute inflammatory responses seen in the cerebral vasculature. We thus treated the mice with LPS for 15 min, 30 min, 1 h, 2 h, and 4 h, followed by FACS to collect the gliovascular cells (Fig. 4a). RNA-seq was then performed on the RNA from CECs and microglia at the time points 30 min, 1 h, 2 h, and PBS. We chose 30 min as this was the time point when we saw a maximal initial response in the isolated cerebral vessels. The scatterplot matrices show the expression levels of all the pairwise comparisons of the LPS treatments to PBS control in microglia (Supplementary Fig. 4a) and CECs (Supplementary Fig. 4b). RNA-seq data analysis followed by the PCA analysis showed a clear separation among the cell type (PC1–94% variance) as well as the treatment (PC2–4% variance) (Fig. 4b). We further confirmed the cell type identities by comparing microglia and CECs; and found the exclusive enrichment of several cell type-specific markers in each of the respective cell types (Supplementary Fig. 4c). Further analysis to determine the effect of LPS treatment within each cell type revealed the differential expression of 17, 58, and 601 genes in microglia (Fig. 4c–e); whereas 318, 663, and 4244 genes in CECs (Fig. 4f–h) significantly (*p*.adj < 0.05 and LFC > 1.5) during the treatment timepoints 30 min, 1 h, and 2 h in each, respectively. These differentially expressed significant genes were obtained by using the Wald test in DESeq2 analysis and computing the individual pairwise comparison to the respective cell type PBS control, at each of the time points. We next observed the rapid induction of immediate early response genes exclusively in CECs but not in microglia as early as 30 min and peaking at 1 h post LPS (Fig. 4i, Supplementary Table 9a–e), suggesting the immediate activation of CECs during systemic inflammatory conditions. From each set of the significant genes from the pairwise comparisons at each time points in microglia and CECs, we closely looked at the genes related to the GO biological process terms positive regulation of NF-κB transcription factor activity (GO:0051092), response to LPS (GO:0032496), positive regulation of cytokine production (GO:0001819) and tumor necrosis factor production (GO:0032640) to monitor the progression of peripheral inflammation into the CNS. We found clear changes in expression of 19 genes belonging to the above GO terms in CECs at 30 min (Fig. 4j, Supplementary Table 10). Strikingly, there were no genes found to be altered in microglia at 30 min, indicating that there is not yet an induction of inflammatory responses in microglia at 30 min. At 1 h time point, we found the changes in 48 genes in CECs (Fig. 4k, Supplementary Table 11), whereas seven genes in microglia appear to change (Supplementary Fig. 4d, Supplementary Table 12), together suggesting that the inflammatory response occurs earlier in the CECs at 30 min followed later in microglia at 1 h in the CNS. The perturbation plots obtained from the signaling pathway impact analysis revealed the activation of the NF-κB pathway in CECs but not in microglia at 30 min (Fig. 4l, m) as evidenced by the comparison of total accumulated perturbation. But, at 1 h, the NF-κB pathway was activated in microglia as well as CECs (Supplementary figure 4e, f), followed by a further increase in the total accumulation of perturbation at 2 h post LPS in both the cell types (Supplementary figure 4g, h). At 2 h, we found 161 genes in CECs and 71 genes in microglia, suggesting the induction of inflammatory responses in microglia too alongside CECs.

**Fig. 4:**
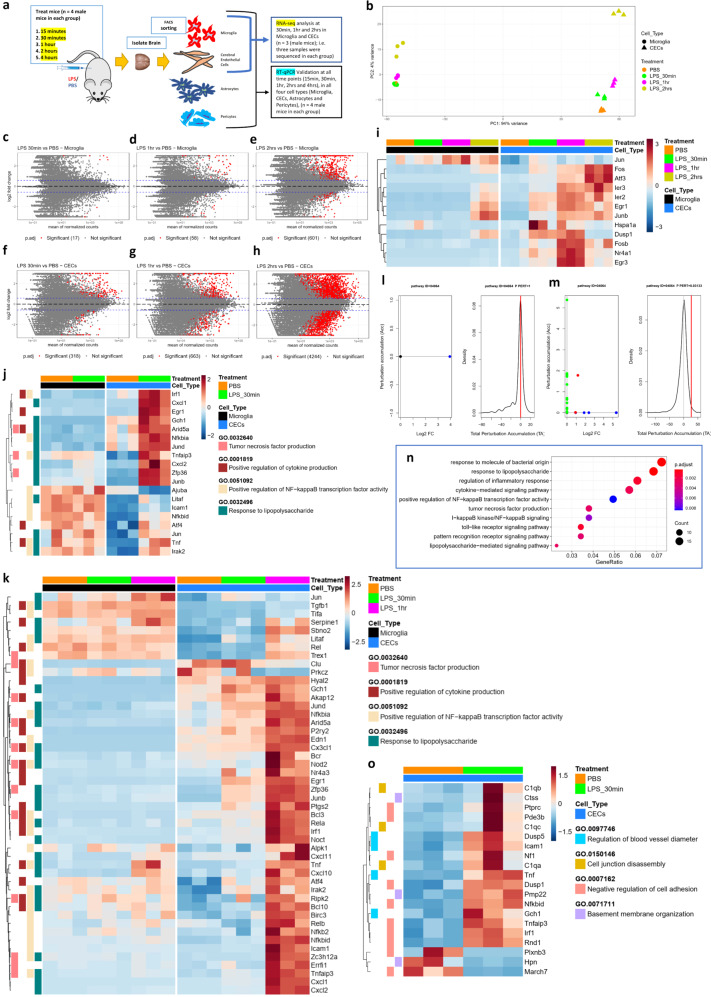
Temporal cell type-specific transcriptional profiling of CECs and microglia following systemic inflammation. **a** Scheme illustrating the experimental design—mice were injected with an intraperitoneal 10 mg/kg LPS for 15 min, 30 min, 1-hour, 2 h, and 4 h or with PBS, followed by FACS to collect the gliovascular cells (*n* = 4 (males) each group; from these samples, RNA-seq was performed on CECs and microglia at the LPS treatment timepoints 30 min, 1 h, 2 h and PBS. *n* = 3 (males) each group; RT-qPCR validation was done on microglia, CECs, astrocytes and pericytes at the LPS treatment timepoints 15 min, 30 min, 1 h, 2 h, 4 h, and PBS, *n* = 4 (males) each group. **b** PCA plot of the RNA-seq data from microglia and CECs isolated from the brains of mice injected with 10 mg/kg LPS for 30 min, 1 h, and 2 h or PBS *n* = 3 (males) each group. **c**–**h** MA plots of the pairwise comparisons in microglia between the time points **c** 30 min, **d** 1 h, and **e** 2 h compared with PBS (microglia); and in CECs for the LPS treatment timepoints **f** 30 min, **g** 1–h, and **h** 2 h compared with PBS (CECs). log fold changes (LFCs) are plotted against the mean of normalized counts to determine the variance between two treatments in terms of gene expression. Red nodes on the graph represent statistically significant data points, i.e., *p*.adj < 0.05 and LFC > 1.5. Gray nodes are data points that are not statistically significant. Numerical values in parentheses for the significant legend indicate the number of genes that meet the prior condition. Dashed lines indicate the cutoff LFC values. **i** Heatmap showing the progression of immediate early genes in the microglia and CECs, (significant genes (*p*.adj < 0.05 and LFC > 1.5) in CECs, at LPS 30 min, 1 h, and 2 h compared with PBS). **j**, **k** Heatmaps showing the progression of significant genes belonging to gene ontology terms positive regulation of NF-κB activity (GO:0051092), response to lipopolysaccharide (GO:0032496), positive regulation of cytokine production (GO:0001819) and tumor necrosis factor production (GO:0032640), in microglia and CECs from the LPS treatment time points **j** 30 min (significant genes (*p*.adj < 0.05 and LFC > 1.5) in CECs LPS 30 min compared with CECs PBS) and **k** 30 min and 1 h (significant genes (*p*.adj < 0.05 and LFC > 1.5) in CECs LPS 1 h compared with CECs PBS). **l**, **m** Perturbation plots for the NF-κB pathway (Kyoto Encyclopedia of Genes and Genomes (KEGG) ID mmu:04064) **l** in microglia from treatment time point LPS 30 min compared with PBS **m** in CECs from the treatment time point LPS 30 min compared with PBS. The perturbation of all genes in the pathway are depicted as a function of the log2 fold changes (left panel). Non differentially expressed genes are assigned 0 log2 fold-change. The null distribution of the net accumulated perturbation is also shown as a gray vertical line (right panel). The observed total accumulation (tA) with the actual data is shown as a red vertical line (right panel). **n** GO enrichment dot plot showing the number of genes affected in the top 10 enriched inflammation-related GO terms in the CECs from 30 min LPS treatment compared with PBS. **o** Heatmap showing the significant genes belonging to gene ontology terms regulation of blood vessel diameter (GO:0097746), cell junction disassembly (GO:0150146), negative regulation of cell adhesion (GO:0007162), basement membrane organization (GO:0071711) in CECs from the LPS treatment time point 30 min (significant genes (*p*.adj < 0.05 and LFC > 1.5) in CECs LPS 30 min compared with CECs PBS).

GO enrichment was done on the significant genes, and the dot plots show the progression of selected GO terms related to inflammatory response at 30 min in CECs (Fig. 4n), whereas no enrichment was found in microglia plausibly because of very few significantly changed genes. However, at 1 h, whereas CECs have substantially increased differentially expressed genes in each GO term compared with the earlier 30 min, indicating the progression of inflammation, few GO terms begin to be enriched in microglia (Supplementary Fig. 4i, j). Finally, at 2 h, all the GO terms appear from CECs as well as from microglia, suggesting the induction of inflammatory responses in both cell types by this time point. However, there was still a much larger number of genes that were significantly affected in CECs compared with that in microglia at 2 h (Supplementary Fig. 4k, l). To investigate the pathways that are activated upon LPS treatment, enrichment analysis of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was done. This revealed the enrichment of the pathways which are primarily related to inflammatory signaling and to acute responses to various bacterial infections (as we used bacterial LPS to evoke systemic inflammatory conditions) in CECs at 30 min post LPS. Such an enrichment was not found in microglia at this time point (Supplementary Fig. 4m, n). However, at 1-hour, enrichment of inflammatory-related pathways was observed in microglia too alongside CECs (Supplementary Fig. 4o, p). In CECs, the total number of genes affected were found to be increased in each of the pathways compared with that of the enrichment at 30 min. This pattern continued in both the cell types at 2 h with an additional increase in the number of genes affected in each of the enriched inflammatory pathways, this time in both the cell types (Supplementary Fig. 4q, r).

In addition, likelihood ratio test (LRT) [30] was done by using a reduced model as the design formula in DESeq2, which identified the differentially expressed genes between the cell types at each time point by taking the baseline expression of the respective cell type PBS controls into consideration to determine the changes in gene expression patterns, and the significant genes were returned whose pattern of expression is different from that of the reference cell type. This further revealed that 90, 202, and 2078 genes were differentially expressed in CECs compared with microglia at each of the time points 30 min, 1 h, and 2 h post LPS injection, respectively (Supplementary Fig. 4s–u). Gene ontology enrichment was done on these significant genes, and the dot plots show the initiation of all selected GO terms related to inflammatory response at 30 min (Supplementary Fig. 4v), further progressing at 1 h and 2 h in CECs compared with microglia (Supplementary Fig. 4w, x).

Besides, the genes regulating the blood vessel size and diameter, cell–cell adhesion were also affected in CECs at 30 min (Fig. 4o, Supplementary Table 13). At 2 h, the genes regulating the establishment of endothelial barrier and endothelial apoptotic signaling were affected (Supplementary Fig. 4y, Supplementary Table 14) further confirming our data on the cerebral vessels. This suggests that the functional effects on the cerebral vasculature are mediated through major transcriptional changes in the CECs, which continue to progress after the initial proinflammatory signaling, leading towards BBB disruption. The dot plot shows the changes in GO terms related to the BBB integrity, and the number of associated genes which were significantly affected in CECs at 2 h post LPS injection (Supplementary Fig. 4z). Together, these results suggest the progression of inflammatory response into the CNS by beginning with panendothelitis [40, 41] i.e., the activation of inflammatory signaling in the CECs of the vasculature, followed by the activation of microglia.

### CECs are the earliest sensors in the CNS to the peripheral inflammation

After identifying that the CECs in the brain respond earlier than microglia during acute systemic inflammation, we wanted to confirm our RNA-seq data and also further identify the role of astrocytes as well as pericytes to get a simultaneous global picture of any contribution from these other two cell types covering the cerebral vessels. RT-qPCR for the gene expression of the FACS-sorted samples collected earlier confirmed the initial activation of early response genes *Egr1, Nr4a1, Ier3, Dusp1, Fos, Atf3* (Fig. 5a–f) and *Egr3, Jun, Junb, Fosb, Ier2, Hspa1a1* (Supplementary Fig. 5f–k) in CECs compared with the other cell types microglia, astrocytes, and pericytes. Of note, the genes *Tnf, Tnfaip3*, and *Irak2* in the NF-κB pathway also displayed the earliest changes in CECs compared with the rest of the cell types (Fig. 5g–i). This further validated our findings from the earlier RNA-seq. In addition, we did not detect CD45 high macrophage infiltration in the CNS up to 4 h after peripheral LPS insult (Supplementary Fig. 5a–e), suggesting that the earlier changes to BBB were nondisruptive and its disruption followed by leakage is a later event to that of the initial CEC activation. Together, these results suggest that the CECs are activated and contribute to inflammatory signaling initially in the CNS, well before the functional effects on the BBB happen.

**Fig. 5:**
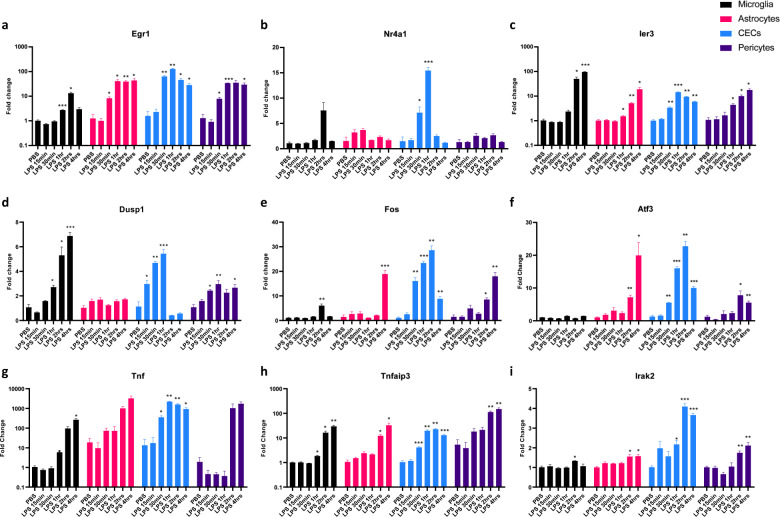
Cerebral endothelial cells are the earliest to respond to the peripheral inflammation in the CNS. **a**–**i** Time course of mRNA fold change in microglia, astrocytes, CECs, and pericytes isolated from the brains of mice injected with 10 mg/kg LPS **a** *Egr1*, **b** *Nr4a1*, **c** *Ier3*, **d** *Dusp1*, **e** *Fos*, **f** *Atf3*, **g**. *Tnf*, **h**. *Tnfaip3*, and **i**. *Irak2*. Graphs depict mean ± SEM, *n* = 4 (males) each group, two-way ANOVA with Dunnett post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001, asterisks indicate significance at that particular treatment time point as compared with the respective PBS group in each of the cell types.

## Discussion

We report that systemic inflammation begins to exert its effects on the cerebral vasculature as early as 5 minutes. Furthermore, we observed such activation only in the CECs, suggesting their role in the propagation of peripheral inflammatory responses into the CNS. CECs display the earliest changes in the transcription of proinflammatory mediators and cytokines in the CNS and are most likely the cells primarily responsible for the initiation of the acute neuroinflammatory cascade during a peripheral inflammatory insult. To our knowledge, ours is the first in vivo study providing comprehensive transcriptional insights into the immediate effects on the cerebral vasculature as well as on the vascular and glial cells in the CNS during acute systemic inflammation.

IEGs have an essential role in the acute immune responses and are transcribed within minutes of cell-extrinsic signals without the need for de-novo protein synthesis [34, 42]. Our results show the prompt upregulation of IEGs as well as changes in the genes related to blood vessel morphology, activation of the NF-κB pathway, and *Tnf* production in the isolated cerebral vessels, all indicating the immediate and rapid effects of systemic inflammation on the cerebral vasculature.

Neuroinflammation resulting from glial cell activation is a characteristic phenomenon in acutely progressing CNS conditions like SAE, which further leads to delirium and sickness behavior [4, 43, 44]. Microglial activation causes reactive astrogliosis, which progresses to widespread neuroinflammation [24]. Microglia, the resident myeloid cells in the CNS have toll-like receptors to sense pathogen-associated molecular patterns [45], but there is an absence of a direct infection in the CNS during SAE [1]. The BBB is reported to remain anatomically intact until 4 h of the initiation of the peripheral inflammation [46], which does not allow the passage of circulating LPS and peripheral cytokines into the CNS until then [47], excluding the circumventricular organs (CVOs), which lack BBB. However, even in the CVOs, the initial changes are detected near the blood vessels [9, 48–50]. A recent study revealed the effect of microglial activation on BBB integrity during neuroinflammation [51]. The precise mechanism of the initial microglial activation and the induction of neuroinflammation in-vivo are still elusive. Thus, it is important to know the sequence of molecular events happening during the initial inflammatory progression into the CNS, the identity of the cell type/s initially affected, and the inflammatory signaling mechanism responsible for initiating microglial activation, which results in further damage of BBB alongside widespread neuroinflammation.

We found that not only microglia and astrocytes but also the cells of the cerebrovascular system, i.e., CECs and pericytes respond to peripheral inflammation. However, it is important to know if such an effect on the CECs is owing to the initiation of neuroinflammation induced by microglial activation or whether it is an independent effect of peripheral inflammation, which could further lead to neuroinflammation. From our results, it can be concluded that the cerebral vasculature senses the peripheral inflammatory signals and responds by the rapid induction of IEG expression, specifically in the CECs. We also found that the CECs display rapid changes in the genes regulating vascular tone following systemic inflammation, together explaining that these changes might contribute to the microcirculatory dysfunction at cellular levels [52] seen in the cerebral blood vessels. Simultaneously, inflammatory signaling is rapidly induced by activation of the NF-κB pathway and upregulation of *Tnf* production earlier in CECs followed by microglia. Notably, our results demonstrate that the microglia are activated later than that of CECs indicating that the CECs are the earliest sensors of peripheral inflammation in the CNS, and initial triggering of microglial activation might be owing to the proinflammatory factors secreted by the activated CECs. Following the initial CEC activation and inflammatory signaling, microglial activation occurs, leading to a further increase in the expression of proinflammatory cytokines. Finally, the activation of endothelial cell apoptotic signaling and alteration of BBB occur, which together lead to apoptotic cascade in CECs, affecting the barrier integrity. Consequently, forebrain regions of the cortex and hippocampus were found to have higher barrier disruption during systemic inflammation [53]. Also, heparan fragments released from the degrading endothelium glycocalyx of the BBB during sepsis were found to sequester brain-derived neurotrophic factor and impair hippocampal long-term potentiation [54, 55] explaining the resulting cognitive impairment. Taken together, our results model the earliest sequential events during the advancement of systemic inflammation into the CNS, clearly demonstrate that the cerebral vasculature initially senses the peripheral inflammatory responses as they propagate into the CNS and that the CECs of the cerebral vasculature are the earliest responders, which rapidly initiate proinflammatory signaling in the brain during acute systemic inflammation.

However, several key questions warrant future investigation as to whether CEC activation leads to reactive astrogliosis prior to microgliosis, and which factors released by CECs can cause microglial or astrocytic activation. Astrocytes require *Tnfr1* for the inflammatory response [56] and are activated to the neurotoxic A1 phenotype by TNF [24]. As our results show that the CECs upregulate *Tnf* earlier than microglia, it could possibly lead to the activation of reactive astrocytes surrounding the cerebral vessels, as the astrocytic endfeet wrap around the blood vessels [57]. Nonetheless, whether the CEC activation directly leads to microglial activation or progresses via an intermediate initial astrogliosis followed by microgliosis, and then by the continuation of such a vicious cycle remains to be answered.

Systemic inflammatory factors affecting the brain are relevant in acutely progressing CNS disorders like encephalopathies and are also involved in the development of chronic neurodegenerative conditions like Alzheimer’s disease [58, 59]. The ongoing pandemic of COVID-19 caused by SARS-CoV-2 also leads to acute necrotizing hemorrhagic encephalopathy [60]. Our results provide insight into the mechanism of progression of peripheral inflammatory responses into the CNS as well as a glimpse into the timing for the initiation of microglial activation, which leads to neuroinflammation. These findings as such are applicable to peripheral inflammation-induced neurological complications wherein there is no direct CNS infection [61] but which primarily develop and progress due to the prevailing SIRS [60, 62]. Our finding that the peripheral inflammatory factors initially affecting the CECs could be more relevant in the context that CEC function can be modulated by systemically administered drugs to block the progression of peripheral inflammation into the CNS. Modulation of CEC activation earlier during the course of SIRS may thus represent a newer therapeutic target to possibly inhibit inflammatory signaling in CECs to halt neuroinflammation and BBB disruption during SAE. Furthermore, therapeutic targeting of CECs may not require the drugs to pass BBB and as such overcomes a major hurdle in CNS drug delivery.

In conclusion, this study facilitates filling our knowledge gap between peripheral inflammation and microglia-mediated neuroinflammation by identifying CECs as the early initiators, and microglia as the later drivers for acute neuroinflammatory cascade.

## Supplementary information

Supplementary methods and Supplementary tables

Supplementary figures 1 through 5

KEGG pathway enrichment results in CECs at 30 minutes post LPS

KEGG pathway enrichment results in microglia at 30 minutes post LPS

KEGG pathway enrichment results in CECs at 1 hour post LPS

KEGG pathway enrichment results in microglia at 1 hour post LPS

KEGG pathway enrichment results in CECs at 2 hours post LPS

KEGG pathway enrichment results in microglia at 2 hours post LPS

## Data Availability

Raw and processed RNA-seq data of the cerebral vessels and the sorted cells are available at the Gene Expression Omnibus under the accessions GSE155516 and GSE155517.

# Supplementary material for: Temporal unsnarling of brain’s acute neuroinflammatory transcriptional profiles reveals panendothelitis as the earliest event preceding microgliosis
**Source:** Mol Psychiatry. 2020 Dec 8;26(8):3905–19. doi: 10.1038/s41380-020-00955-5
**Supplement:** Supplementary file 1 — Supplementary methods and Supplementary tables

### **Supplementary methods:**

**Isolation of cerebral vessels:** Cerebral vessels were isolated from the mice as described <sup>1, 2</sup> with slight modifications. Briefly, mice were sacrificed, followed by intracardiac perfusion with ice-cold PBS and the brains were isolated rapidly on ice. Meninges were carefully removed, and the forebrains were dissected and resuspended in 20 ml of ice-cold HBSS with 10 mM HEPES, followed by homogenization in a Dounce homogenizer (placed on ice), by performing 20 strokes at a steady pace initially without twisting and followed by five more strokes with twisting. Samples were then pelleted at 2000 g for 10 minutes in a prechilled centrifuge at 4°C. Supernatant was discarded followed by the addition of 20 ml of 18% dextran in HBSS with 10 mM HEPES. Pellet was then resuspended followed by spinning at 2800 g for 30 minutes at 4°C. Supernatant was discarded, and the pellet was finally resuspended in 5 ml of 1% BSA in HBSS, followed by filtration through a 20 µm Nylon mesh. The retained fraction on the top of the mesh was then carefully resuspended in 50 ml of HBSS containing 1% BSA and pelleted at 2000 g for 10 minutes to yield the cerebral vessels.

**Brain single cell suspension:** Single cell suspension of the brain was prepared by following the protocol described <sup>3</sup>. Briefly, dissected whole forebrains free of meninges were cut into small pieces, followed by resuspension in 2.5 ml of HBSS containing 50 units of activated papain (Worthington, LK003172) and 250 units of activated DNase (Worthington, LK003178), and incubated at 37°C for 30 minutes. Prechilled HBSS with 2 mM EDTA and 2% FBS was added to halt the digestion, and the cells were pelleted at 300 g for 10 minutes at 4°C. The cells were then gently triturated with a glass Pasteur pipette, followed by passing through a 70 µm filter (Miltenyi, 13098462). The cells were then pelleted at 300 g for 10 minutes at 4°C, and resuspended in 12 ml of 22% isotonic 4°C Percoll plus (Millipore Sigma, E0414-250ML) in 1×

HBSS and centrifuged with low break at 560 g at 4°C for 20 minutes. The top myelin debris was then carefully discarded, and the cells were washed with HBSS containing 2% FBS, and then finally resuspended in HBSS and stained with Live/Dead Fixable Blue Dead Cell stain (Thermo Fisher, L23105) and proceeded to immunolabelling in 200 ml of HBSS containing 2% FBS and 1:100 diluted mouse CD16-CD32 Pure MAB 2.4G2 Fc Block (BD Biosciences, 553141) for 10 minutes.

**Immunolabelling:** The cells were stained by addition of the following antibodies. 1:1000 BV421 Rat Anti-Mouse CD45 Clone 30-F11 (BD Biosciences, 563890), 1:200 PE Rat Anti-Mouse CD13 Clone R3-242 (BD Biosciences, 558745), 1:50 CD31 Rat Anti-Mouse FITC clone MEC 13.3 (BD Biosciences, 553372), 1:200 Anti-O4-APC clone REA 576 (Miltenyi, 130-119-897), 1:1000 Alexa Fluor® 700 Rat anti-CD11b (BD Biosciences, 557960), 1:200 Anti-ACSA-2-PE-Vio615 (Miltenyi, 130-116-146) or 1:200 Anti-ACSA-2-APC (Miltenyi, 130-116-245; only used in the initial sorting experiment, where anti-O4 was not included). The stained cells were then incubated on ice in the dark for 10 minutes, and then washed three times with HBSS containing 2% FBS. Finally, the cells were resuspended in HBSS containing 2% FBS, 1:100 RNase free DNase (Qiagen, 79254) and 1:500 RNasein plus RNase inhibitor (Promega, N2611).

**Fluorescence-activated cell sorting (FACS):** Cell sorting was performed using a BD Aria II cell sorter using the 100-micron nozzle. Cells were sorted at 4°C and collected directly into Buffer RLT-Plus (Qiagen, 1053393) containing 1:100  $\beta$ -mercaptoethanol (Millipore Sigma, 444203-250ML). Appropriate single colored controls and fluorescence minus one controls (FMOs) were included and the sorting gates were setup accordingly.

**Immunohistochemistry on the isolated cerebral vessels:** Isolated cerebral vessels were incubated in 4% formaldehyde for 20 minutes and then washed with PBS and resuspended in 400 ml of PBS. 50 ml of this suspension was plated on Superfrost microscope slides (Fisher Scientific, 12-550-123) and air dried for 30 minutes. The mounted vessel fractions were then washed two times with PBS, followed by permeabilization and blocking with 5% BSA and 1% NP-40 in PBS for 1 hour, stained with primary antibodies 1:100 anti-rabbit GLUT1 (PA1-46152, Invitrogen) or 1:100 anti-mouse GLUT1 (ab40084, Abcam), anti-rabbit 1:100 COL-IV (MN120-6586, Novus), 1:100 anti-mouse CD13 (M101-3, MBL International), 1:50 anti-mouse CD31 (BD Biosciences, 553372) and corresponding secondary antibodies, and imaged using Olympus F1000 confocal fluorescence microscope.

**Supplementary table 1:**

**Supplementary table 2:**

**Supplementary table 3a: Related to figure. 2e (Significant genes in LPS 15min compared to PBS)**

**Supplementary table 3b: Related to figure. 2e (Significant genes in LPS 30min compared to PBS)**

**Supplementary table 3c: Related to figure. 2e (Significant genes in LPS 4hrs compared to PBS)**

**Supplementary table 4: Related to supplementary figure. 2c**

**Supplementary table 5: Related to figure. 2f (Significant genes in LPS 30min compared to PBS)**

**Supplementary table 6: Related to figure. 2h**

**Supplementary table 7: Related to figure. 2i (Significant genes in LPS 30min compared to PBS)**

**Supplementary table 8: Related to supplementary figure. 2f (Significant genes in LPS 4hrs compared to PBS)**

**Supplementary table 9a: Related to figure. 4i (Significant genes in CECs LPS 30min compared to CECs PBS)**

**Supplementary table 9b: Related to figure. 4i (Significant genes in CECs LPS 1hr compared to CECs PBS)**

**Supplementary table 9c: Related to figure. 4i (Significant genes in Microglia LPS 1hr compared to Microglia PBS)**

**Supplementary table 9d: Related to figure. 4i (Significant genes in CECs LPS 2hrs compared to CECs PBS)**

**Supplementary table 9e: Related to figure. 4i (Significant genes in Microglia LPS 2hrs compared to Microglia PBS)**

**Supplementary table 10: Related to figure. 4j**

**Supplementary table 11: Related to figure. 4k**

**Supplementary table 12: Related to supplementary figure. 4d (Significant genes in Microglia LPS 1hr compared to Microglia PBS)**

**Supplementary table 13: Related to figure. 4o**

**Supplementary table 14: Related to supplementary figure. 4y (Significant genes in CECs LPS 2hrs compared to CECs PBS)**

## References:

1. Boulay AC, Saubamea B, Decleves X, Cohen-Salmon M. Purification of Mouse Brain Vessels. *J Vis Exp* 2015; (105): e53208.
2. Lee YK, Uchida H, Smith H, Ito A, Sanchez T. The isolation and molecular characterization of cerebral microvessels. *Nat Protoc* 2019; **14**(11): 3059-3081.
3. Swartzlander DB, Propson NE, Roy ER, Saito T, Saido T, Wang B *et al.* Concurrent cell type-specific isolation and profiling of mouse brains in inflammation and Alzheimer's disease. *JCI Insight* 2018; **3**(13).

# Supplementary material for: Temporal unsnarling of brain’s acute neuroinflammatory transcriptional profiles reveals panendothelitis as the earliest event preceding microgliosis
**Source:** Mol Psychiatry. 2020 Dec 8;26(8):3905–19. doi: 10.1038/s41380-020-00955-5
**Supplement:** Supplementary file 2 — Supplementary figures 1 through 5

Supplementary figure. 1

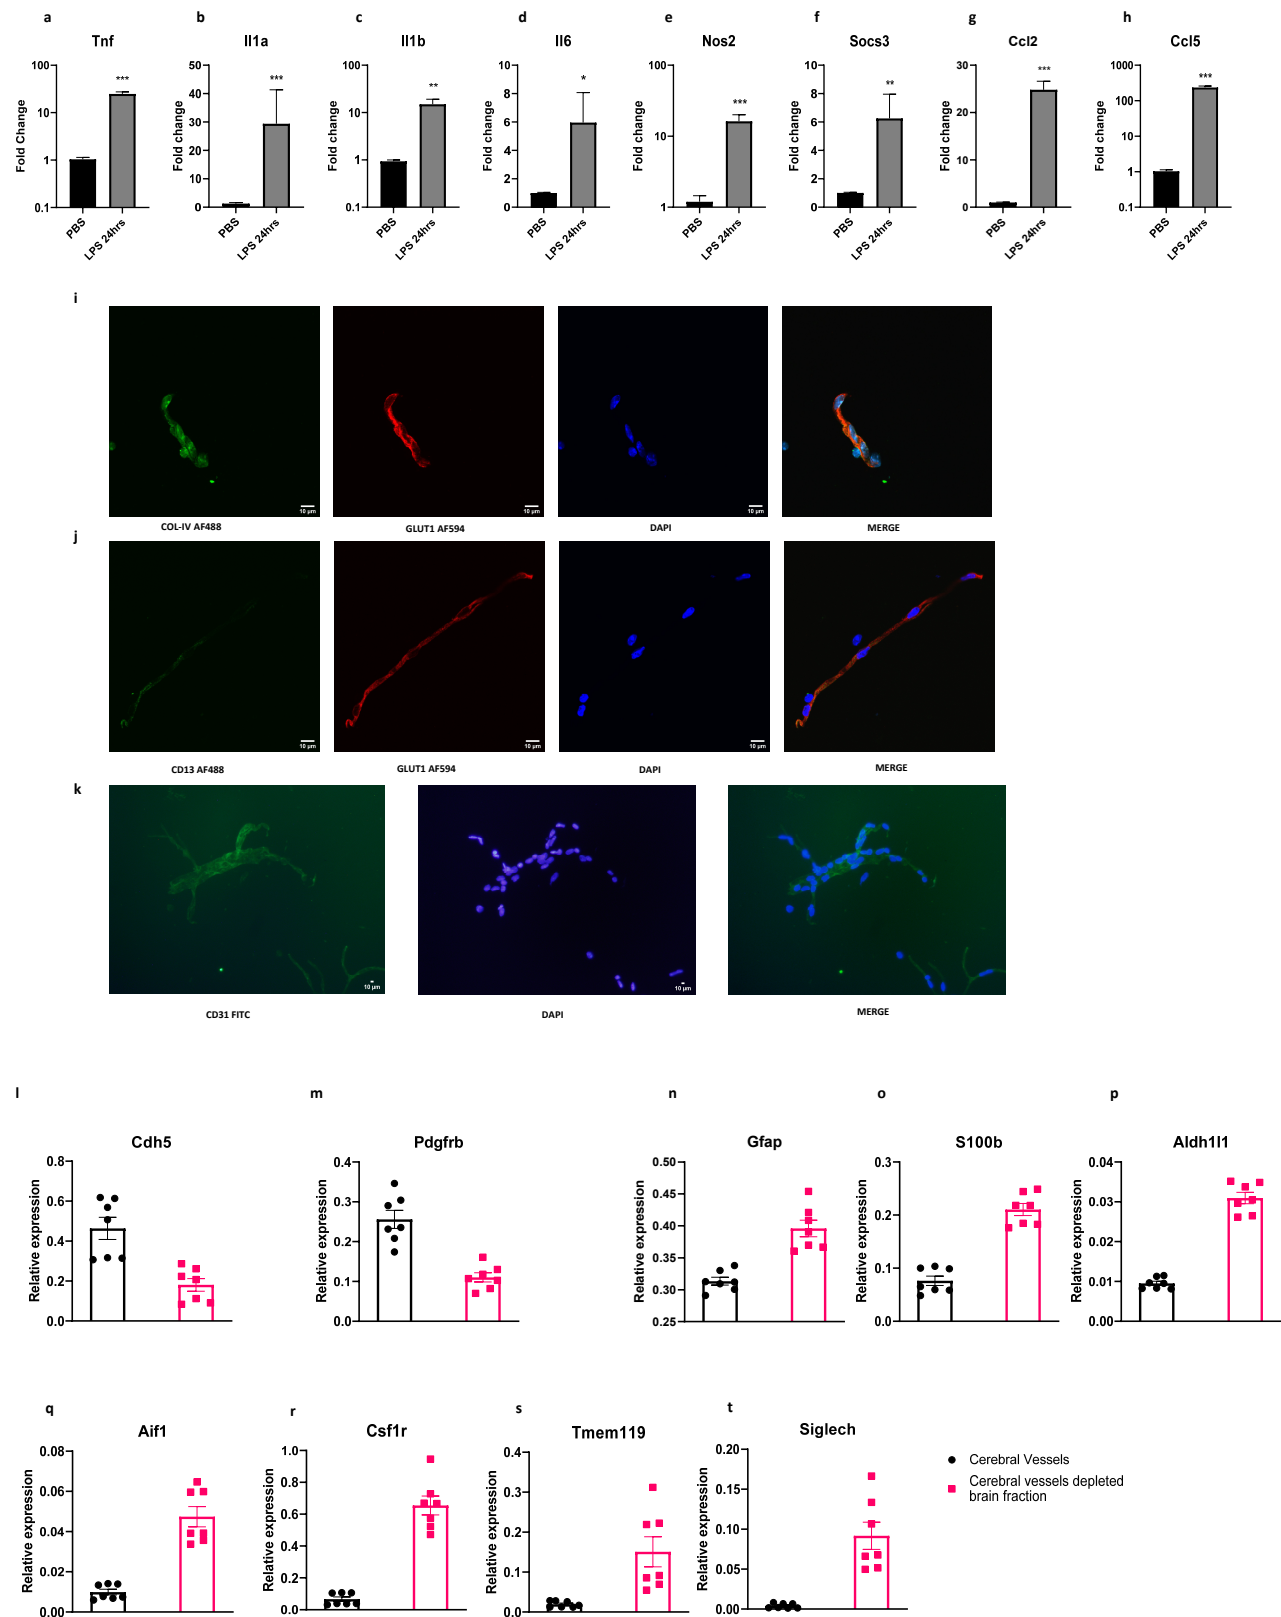

Supplementary figure. 1. Related to Figure.1. Cerebral vessels elicit proinflammatory responses during SAE.

a-h. mRNA fold change levels in whole forebrain lysates from the mice injected with 10mg/kg LPS for 24 hours, *Tnf*, *Il1a*, *Il1b*, *Il6*, *Nos2*, *Socs3*, *Ccl2* and *Ccl5* (n = 6-8 (male and female) mice in each group, Mann-Whitney test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001). i-k. Confocal images of immuno-stained isolated cerebral vessels for endothelial cell markers COL-IV, GLUT1, CD13 and CD31, (i) red channel is GLUT1, green channel is COL-IV, and blue channel is DAPI (j) red channel is GLUT1, green channel is CD13 and blue channel is DAPI, (k) green channel is CD31, blue channel is DAPI. (n=3 male mice). l-t. RT-qPCR analysis confirmed that the isolated cerebral vessels are enriched for expressing vasculature specific markers compared to the cerebral vessel depleted fractions, (l) *Cdh5*, (m) *Pdgfrb* (n-p) *Gfap*, *S100b* and *Aldh11* (q-t) *Aif1*, *Csf1r*, *Tmem119* and *Siglech*, (n= 6-7 males in each group, Bars represent mean  $\pm$  SEM)

Supplementary figure. 2

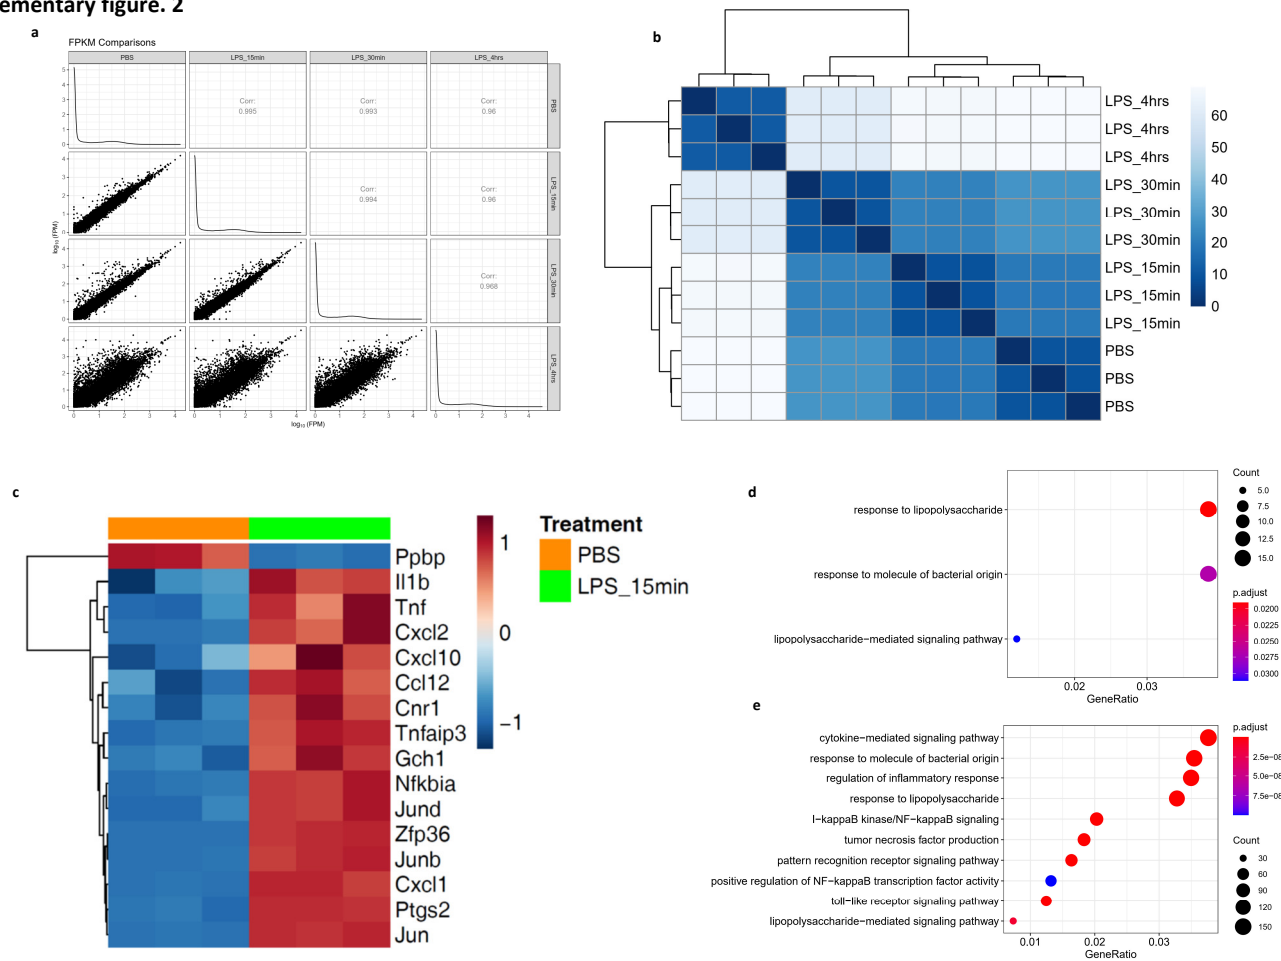

Supplementary figure. 2 continued

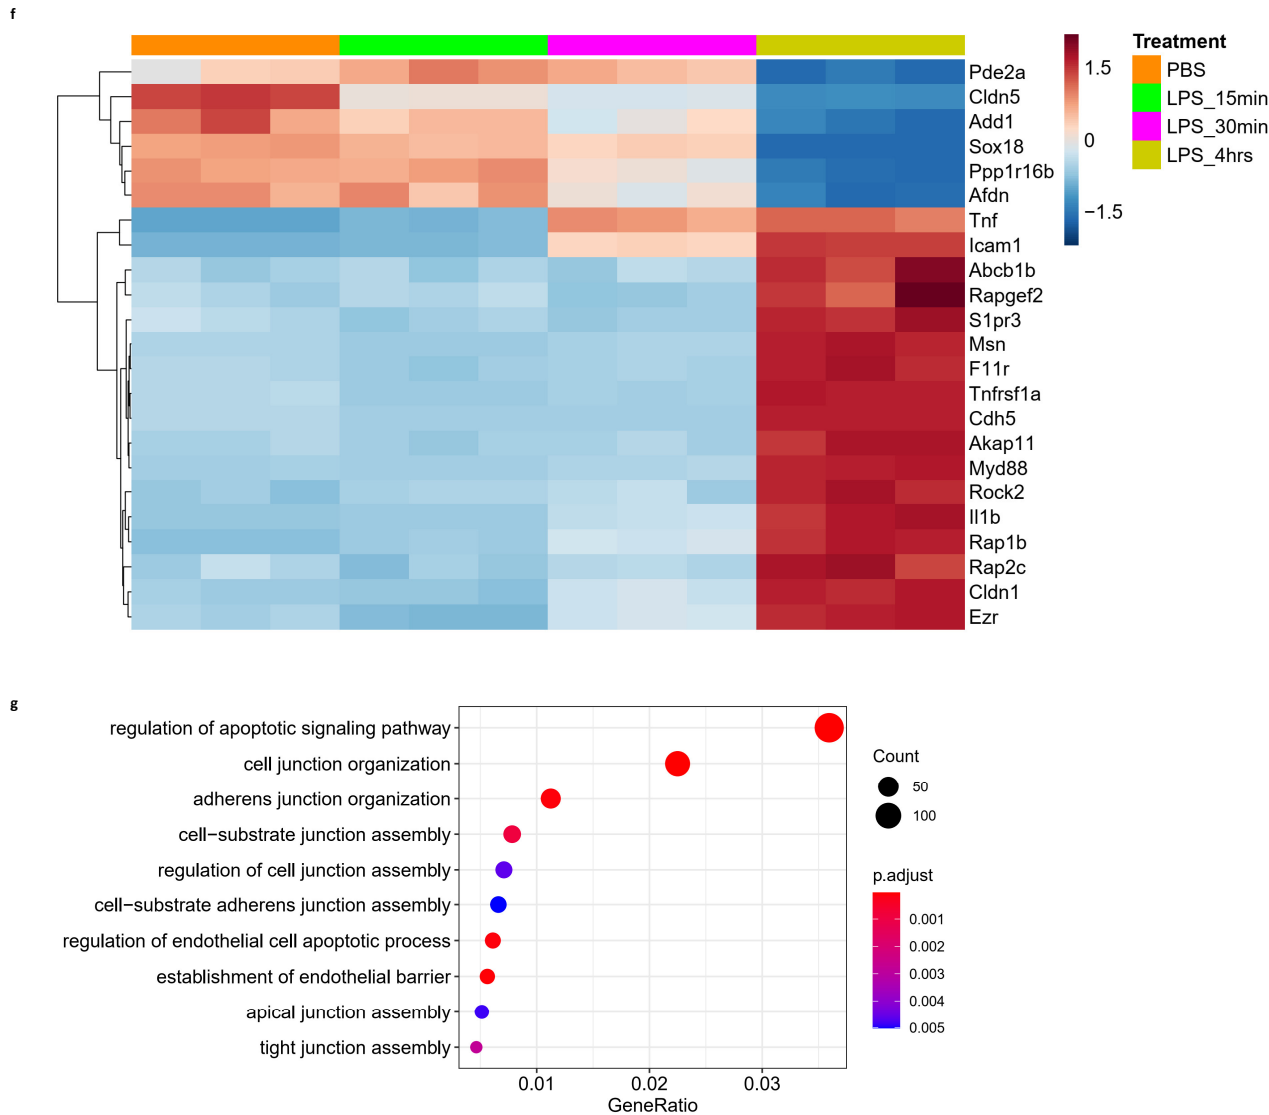

**Supplementary figure. 2.** Related to Figure. 2. Acute systemic inflammation rapidly affects the cerebral vessels during the initiation of SAE.

f. Heatmap showing the progression in significant genes belonging to gene ontology term establishment of endothelial barrier (GO:0061028), in the cerebral vessels from the LPS treatment time points 15 minutes, 30 minutes and 4 hours (significant genes ( $p_{adj} < 0.05$  and  $LFC > 1.5$ ) in LPS 4 hours compared to PBS. g. GO enrichment dot plots showing the number of genes affected and the top 10 enriched barrier related GO terms in the cerebral vessels at 4 hours LPS treatment compared to PBS.

Supplementary figure. 2 continued

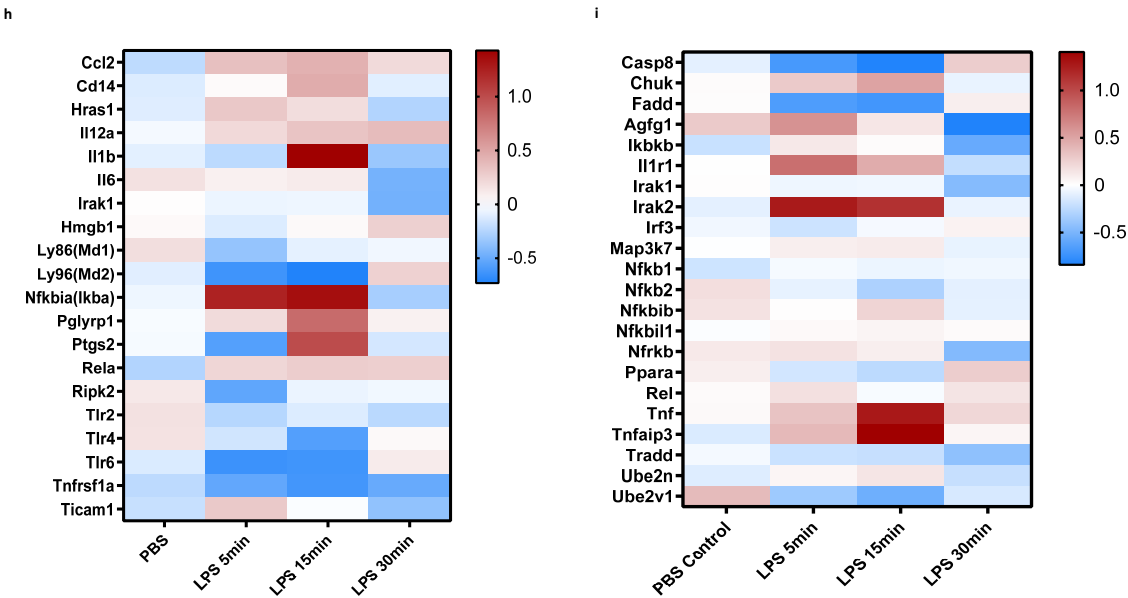

Supplementary figure. 2. Related to Figure. 2. Acute systemic inflammation rapidly affects the cerebral vessels during the initiation of SAE.

h-i. Heatmaps of the z-scores from the RT-qPCR on the cerebral vessels for the genes related to GO terms (h) response to lipopolysaccharide and (i) positive regulation of NF-κB signaling.

Supplementary figure. 3

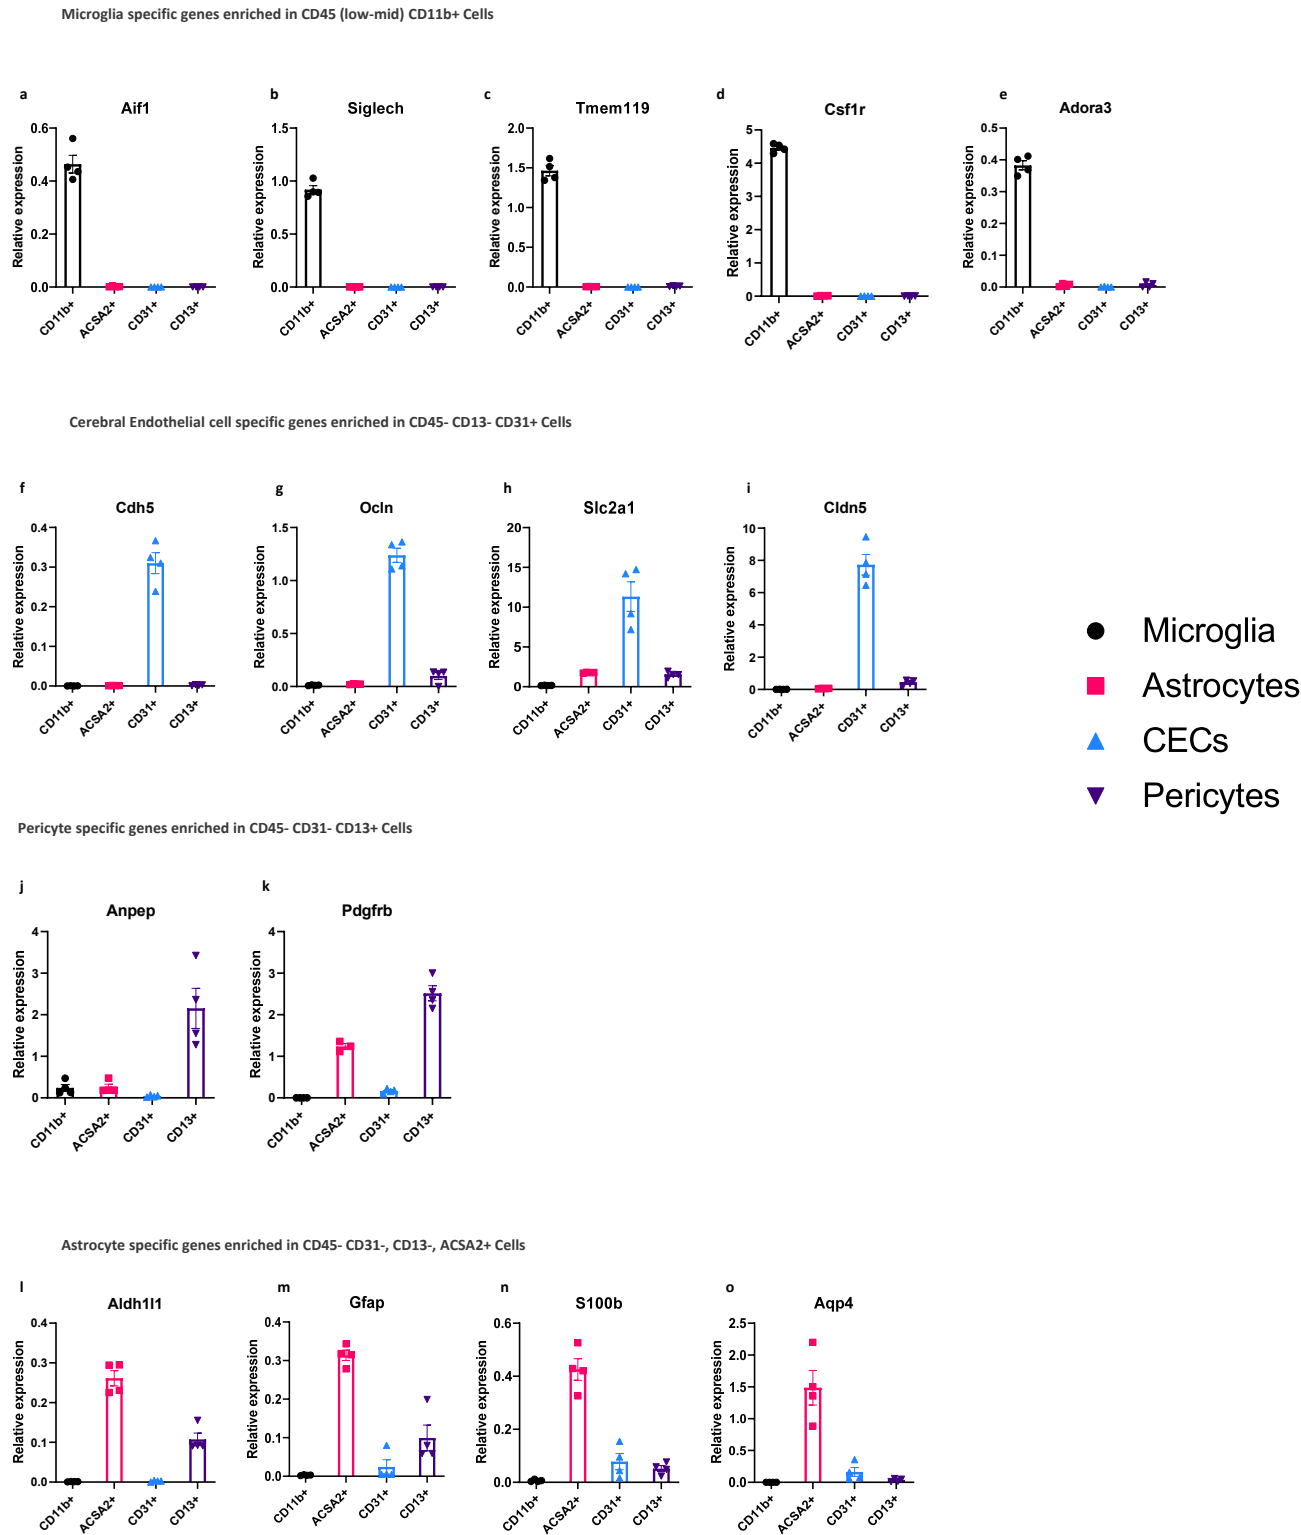

**Supplementary figure. 3** Related to Figure 3. a-o. RT-qPCR analysis confirmed that the FACS sorting enriched for cells expressing cell type specific markers.

(a-e) CD45 low-mid CD11b+ sorting enriched for cells expressing microglial markers, (f-i) CD45- CD13- CD31+ sorting enriched for cells expressing cerebral endothelial cell markers, (j-k) CD45- CD31- CD13+ sorting enriched for cells expressing pericyte markers, and (l-o) CD45- CD31- CD13- O4- ACSA2+ sorting enriched for cells expressing astrocytic markers, (n=4 (males), Bars represent mean  $\pm$  SEM)

Supplementary figure. 4

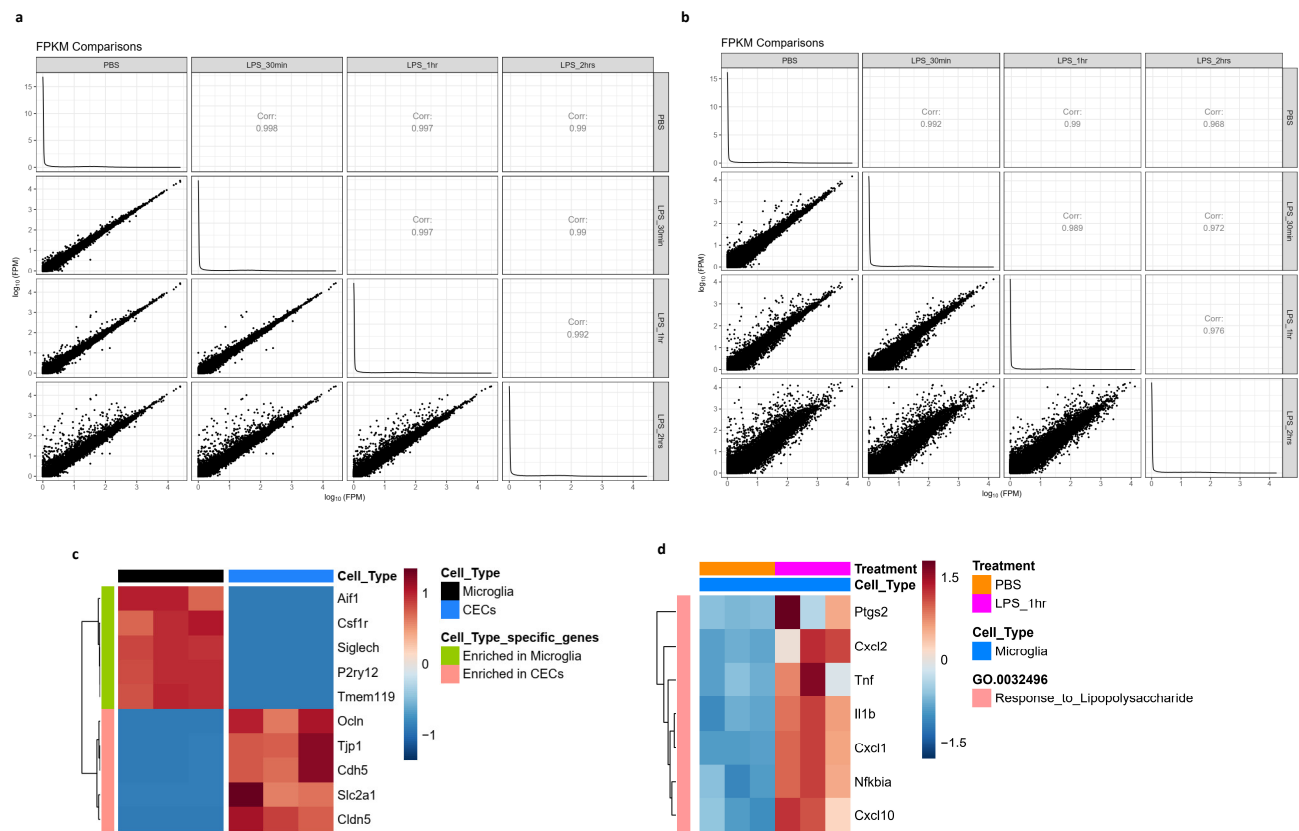

Supplementary figure. 4. Related to Figure 4. Temporal cell type specific transcriptional profiling of CECs and microglia following systemic inflammation

a-b Scatterplot matrices showing the FPKM distributions (histograms) and correlation (Corr) values of the RNA-seq data from (a) microglia and (b) CECs. c. Heatmap showing the enrichment of cell type specific marker genes in microglia and CECs. d. Heatmap showing the significant ( $p_{adj} < 0.05$  and  $LFC > 1.5$ ) genes belonging to gene ontology term response to lipopolysaccharide (GO:0032496) in microglia from the LPS treatment time point 1 hour.

## Supplementary figure. 4 continued

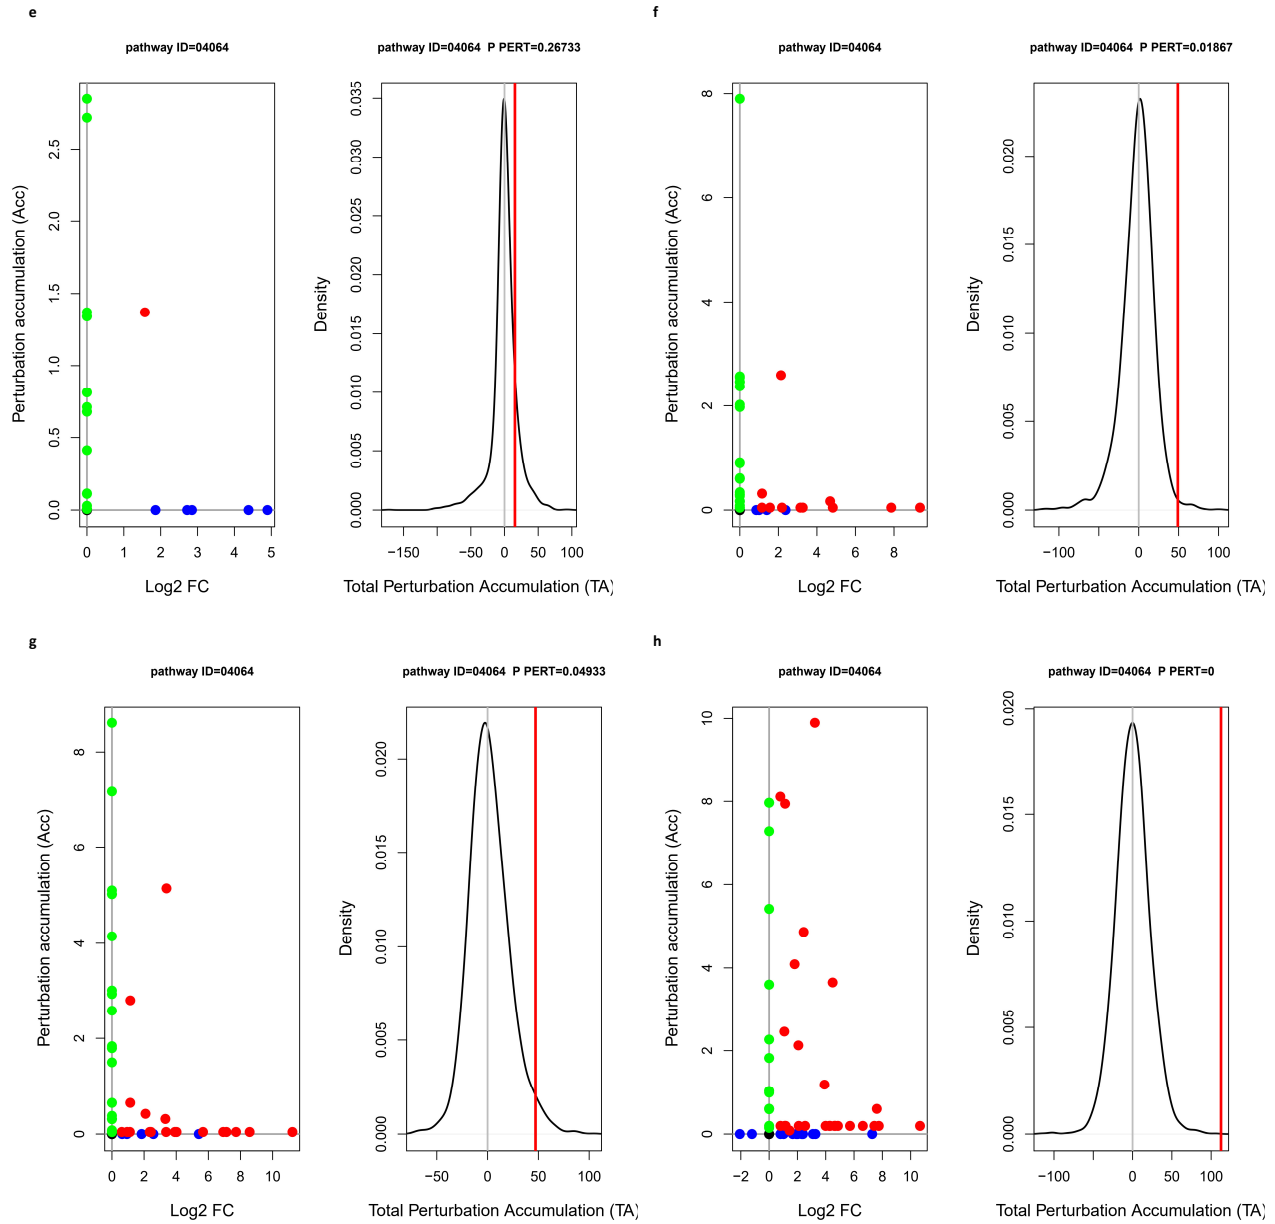

**Supplementary figure. 4.** Related to Figure 4. Temporal cell type specific transcriptional profiling of CECs and microglia following systemic inflammation

e-h Perturbation plots for NF- $\kappa$ B pathway (Kyoto Encyclopedia of Genes and Genomes (KEGG) ID mmu:04064) (e) in microglia from LPS treatment time point 1 hour compared to PBS (f) in CECs from LPS treatment time point 1 hour compared to PBS (g) in microglia from LPS treatment time point 2 hours compared to PBS. (h) in CECs from LPS treatment time point 2 hours compared to PBS. The perturbation of all genes in the pathway are depicted as a function of the log2 fold changes (left panel). Non differentially expressed genes are assigned 0 log2 fold-change. The null distribution of the net accumulated perturbation is also shown as a grey vertical line (right panel). The observed total accumulation (TA) with the actual data is shown as a red vertical line (right panel).

Supplementary figure. 4. continued

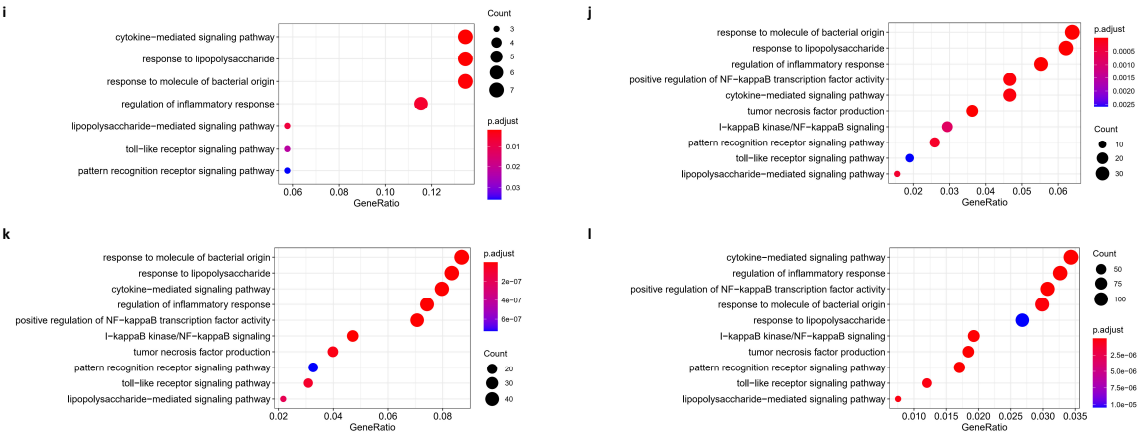

**Supplementary figure. 4.** Related to Figure 4. Temporal cell type specific transcriptional profiling of CECs and microglia following systemic inflammation

i-l. GO enrichment dot plots showing the number of genes affected in top 10 enriched inflammation related GO terms (i) in microglia from LPS treatment time point 1 hour compared to PBS (j) in CECs from LPS treatment time point 1 hour compared to PBS (k) in microglia from LPS treatment time point 2 hours compared to PBS (l) in CECs from LPS treatment time point 2 hours compared to PBS.

## Supplementary figure. 4 continued

m

Enriched Pathways in Microglia at LPS 30min

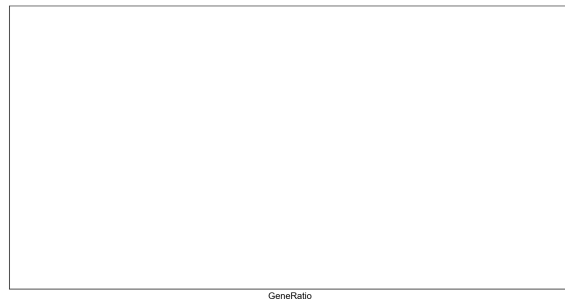

n

Enriched Pathways in CECs at LPS 30min

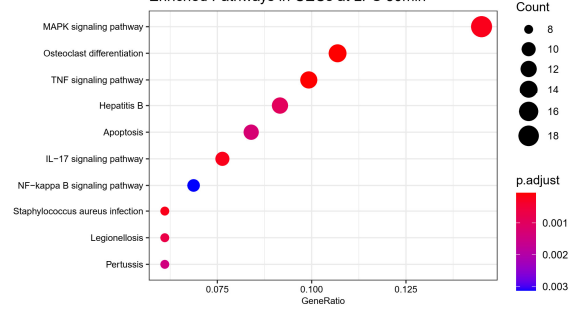

o

Enriched Pathways in Microglia at LPS 1hr

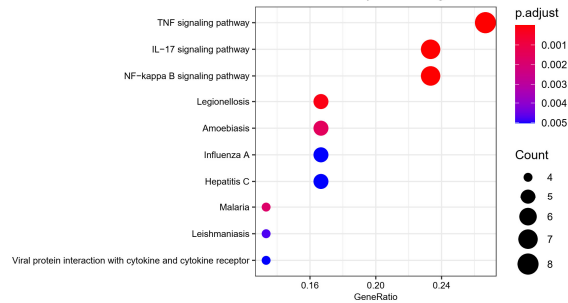

p

Enriched Pathways in CECs at LPS 1hr

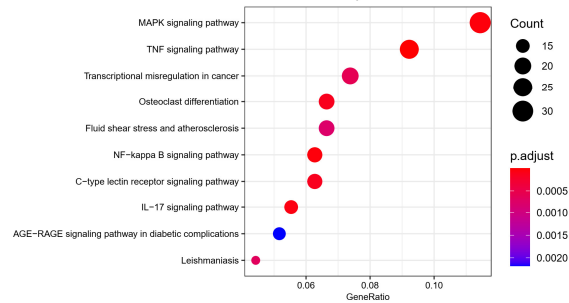

q

Enriched Pathways in Microglia at LPS 2hrs

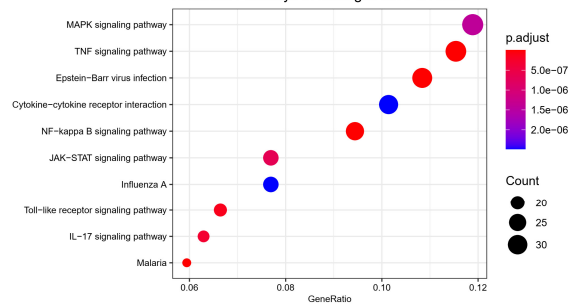

r

Enriched Pathways in CECs at LPS 2hrs

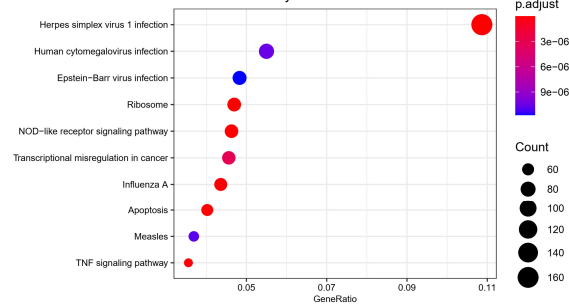

**Supplementary figure. 4.** Related to Figure 4. Temporal cell type specific transcriptional profiling of CECs and microglia following systemic inflammation

m-r. dot plots showing the enrichment of top 10 KEGG pathways and the associated number of genes affected (m) in microglia from LPS treatment time point 30 minutes compared to PBS (n) in CECs from LPS treatment time point 30 minutes compared to PBS (o) in microglia from LPS treatment time point 1 hour compared to PBS (p) in CECs from LPS treatment time point 1 hour compared to PBS (q) in microglia from LPS treatment time point 2 hours compared to PBS (r) in CECs LPS treatment time point 2 hours compared to PBS.

## Supplementary figure. 4 continued

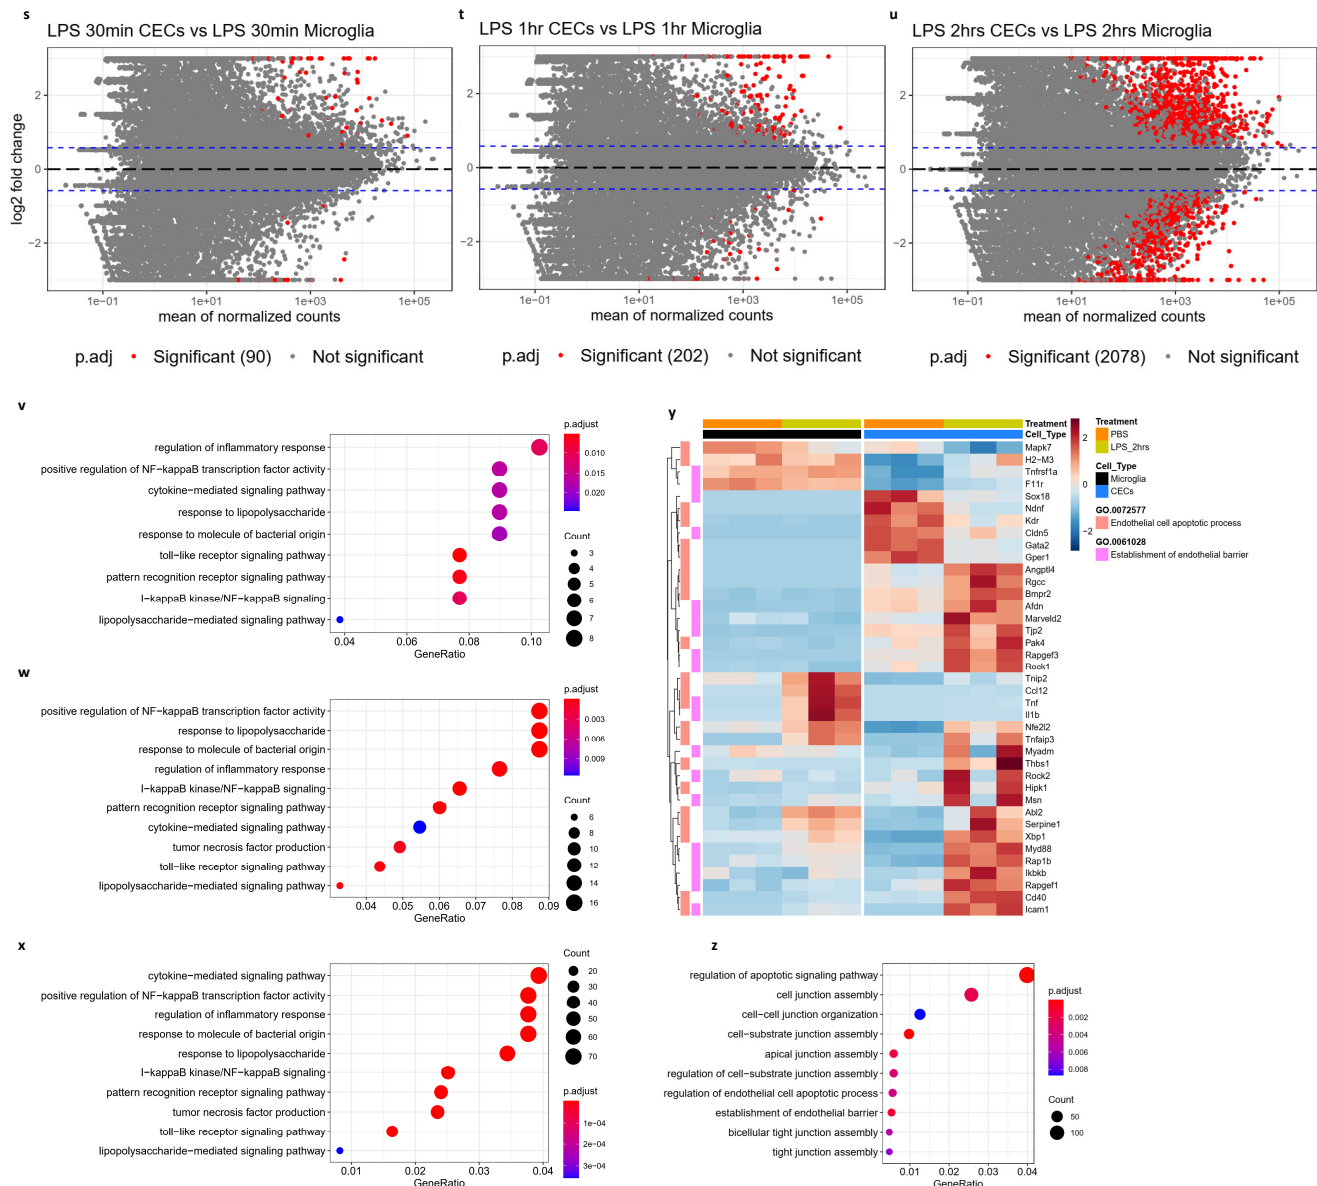

**Supplementary figure. 4.** Related to Figure 4. Temporal cell type specific transcriptional profiling of CECs and microglia following systemic inflammation

s-u. MA plots of the pairwise comparisons after likelihood ratio test (LRT) using reduced model in DESeq2, in CECs compared to microglia at timepoints (s) 30 minutes, (t) 1 hour and (u) 2 hours. Log fold changes (LFCs) are plotted against the mean of normalized counts to determine the variance between two treatments in terms of gene expression. Red nodes on the graph represent statistically significant data points i.e. p.adj < 0.05 and LFC > 1.5. Gray nodes are data points that are not statistically significant. Numerical values in parentheses for the significant legend indicate the number of genes that meet the prior condition. Dashed lines indicate the cutoff LFC values. v-x. GO enrichment dot plots showing the number of genes affected in top 10 enriched inflammation related GO terms (v) at LPS 30 minutes in CECs compared to LPS 30 minutes microglia (w) at LPS 1 hour in CECs compared to LPS 1 hour microglia (x) at LPS 2 hours in CECs compared to LPS 2 hours microglia, y. Heatmap showing the changes in significant genes belonging to gene ontology terms establishment of endothelial barrier (GO:0061028) and endothelial cell apoptotic processes (GO:0072577), in microglia and CECs at LPS treatment time point 2 hours (significant genes (p.adj < 0.05 and LFC > 1.5) in CECs LPS 2 hours compared to CECs PBS).

**Supplementary figure. 5**

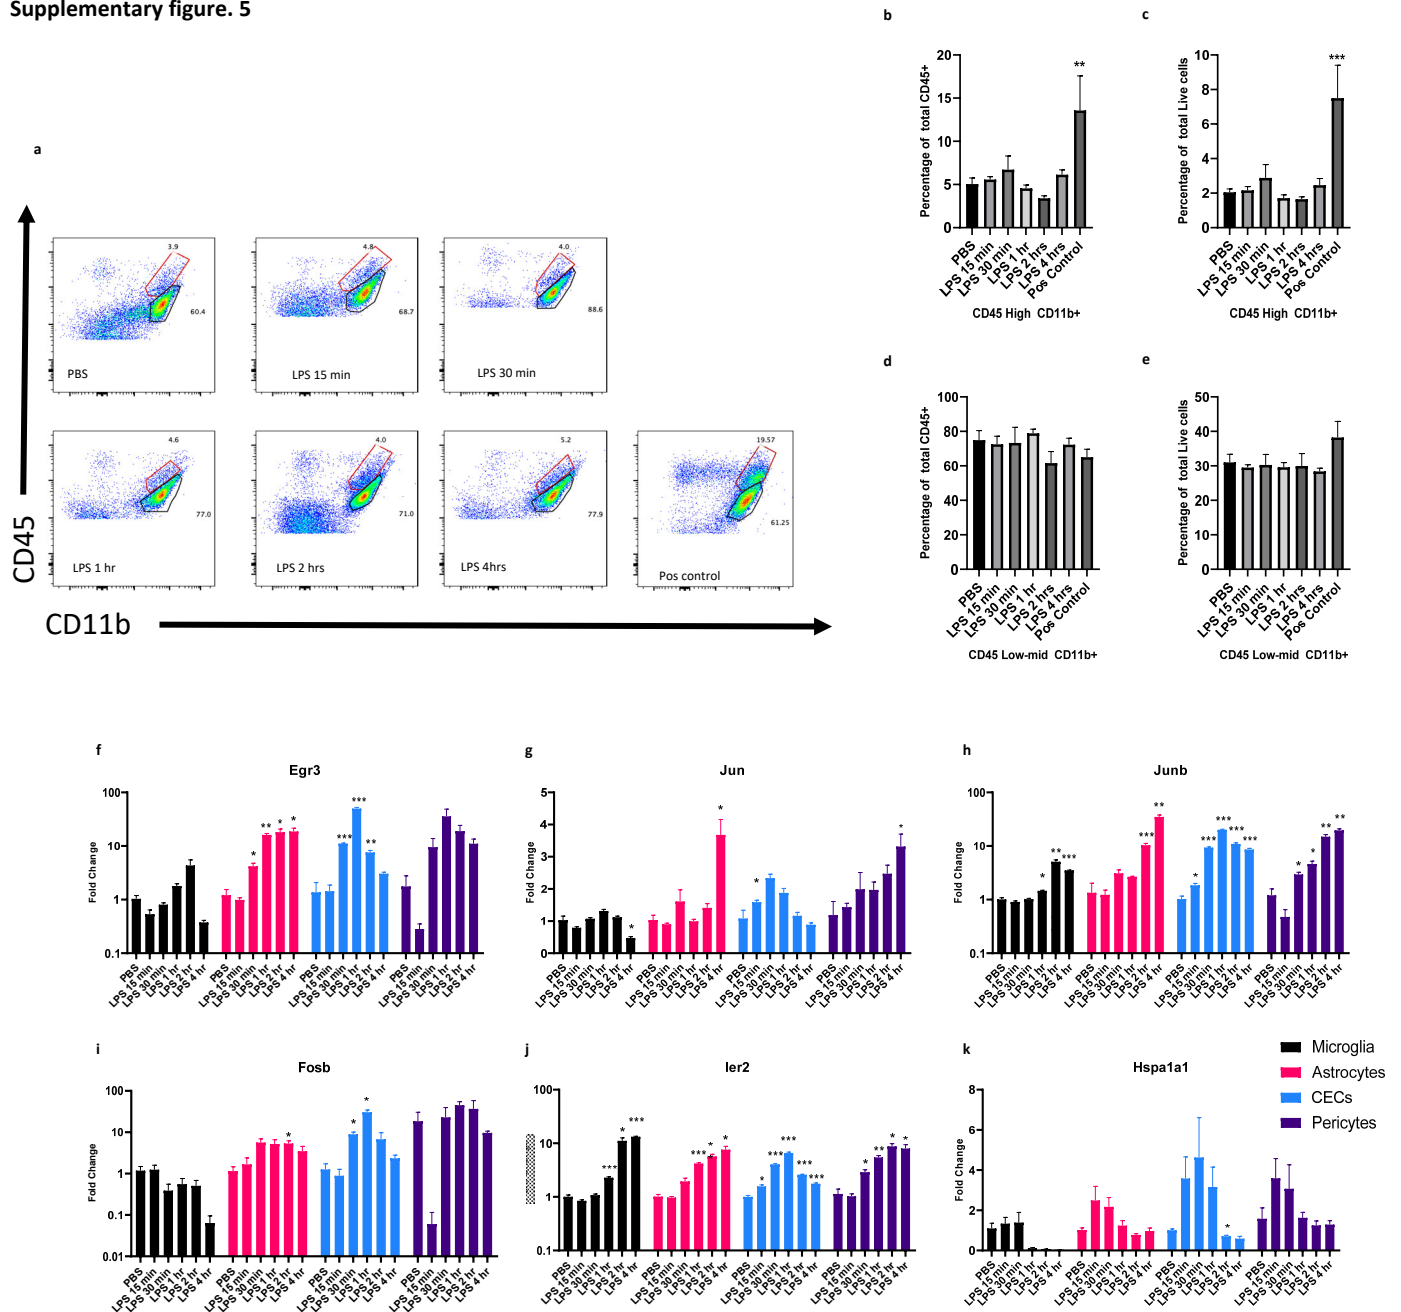

**Supplementary figure. 5.** related to Figure.5. Cerebral endothelial cells are the earliest to respond to the peripheral inflammation in the CNS.

a. Flow cytometry gating strategy of brain CD45 high CD11b+ (indicated by red gates) and CD45 low-mid CD11b+ (indicated in brown gates) myeloid cells from the mice injected with 10mg/kg LPS and sacrificed at the indicated time points, mice injected with LPS (1mg/kg) once daily for four days consecutive days and sacrificed 24 hours after the last injection are used as positive control (Pos control). b-e. Quantitation of brain (b-c) CD45 high CD11b+ and (d-e) CD45 low-mid CD11b+ as a percent of total CD45 and total live cells. f-k. Time course of mRNA fold change in microglia, astrocytes, CECs and pericytes isolated from the brains of mice injected with 10mg/kg LPS f. *Egr3*, g. *Jun*, h. *Junb*, i. *Fosb*, j. *Ier2*, k. *Hspa1a1*. Graphs depict mean  $\pm$  SEM, n = 4 (males) each group, Two-way ANOVA with Dunnett post-hoc test, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

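The 12 libraries measured RNA of cerebral vessels isolated from the mouse forebrain 15 min, 30 min, or 4 h after an intraperitoneal injection of LPS at 10 mg/kg, or after PBS. Each group had 3 libraries, each a pool of 1 male and 1 female mouse. The groups were taken from the sample records. Library numbers are shared between groups; within-group deviations of libraries with the same number correlated at no more than 0.1 in any of 18 comparisons, so the number was not taken as a pairing, and a fit with the number as a block is among the alternatives. Neither the paper nor the records state the time of day of injection or the time at which the PBS mice were killed.

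The authors ran Salmon on paired-end reads, imported the transcript estimates with tximport, and normalized gene counts with DESeq2 on GRCm38.p6 from NCBI. The estimated counts in the files of the authors are the fragments that Salmon assigned to each transcript, not normalized. The TPM values were scaled by the authors for transcript length and to a constant sum per library. The gene table holds a normalized signal: counts that the authors divided by DESeq2 size factors and, as the ratio to the summed estimates shows gene by gene, by average transcript length factors. All per-library columns were used. The base means in Supplementary Tables 3 to 8 equal the means of the gene table in all 167 entries, which cover 116 genes. In all 167 the printed test statistic is within 0.1 of the log2 fold change brought 0.58 closer to 0 and divided by its SE, so the tables test for a change beyond 1.5-fold.

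Transcripts were joined by identifier, without version, to the GENCODE M21 annotation of GRCm38. Of 140948 transcripts 139852 joined, 139357 with the same version; the 1096 that did not join held 0.482% to 0.850% of the fragments of a library and were left out. Summed and rounded counts covered 54119 genes, of which 54086 are also in the gene table. For genes with a mean of at least 20, both kinds of value were compared with a pseudocount of 5, and 109 of 16704 genes differed by over 0.5 on the log2 scale, among them Akap12 (4.64) and Aqp4 (2.89).

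Depth was 18.3 to 25.9 M fragments per library. TMM factors averaged 1.17 in PBS, 1.15 at LPS 15 min, 1.04 at LPS 30 min, and 0.717 at LPS 4 h. Genes were tested in edgeR 4.0.16 under R 4.3.3. The filter filterByExpr (minimum count 10, total 15, share 0.7) kept 19150 genes. All 12 libraries entered 1 quasi-likelihood fit (glmQLFit without robust priors), and glmTreat tested each gene against a null of at most 0.58 on the log2 scale. Calls were made at a Benjamini-Hochberg adjusted p below 0.05 over all genes tested, and lists were also adjusted on their own. The comparisons were each LPS time with PBS, LPS 30 min with LPS 15 min, and LPS 4 h with LPS 30 min. The SE is the size of the log2 fold change divided by the square root of the quasi-likelihood F. For large changes from few counts it can understate the uncertainty. The common biological coefficient of variation was 0.0524 and the median along the trend 0.0749. Intervals of ratios with 1 to 3 counts cover counting error alone, and folds against a group at 0 use a floor of 3 counts over the group.

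The test was tried on simulated data with the depth of these libraries and the spread of the trend over genes. Of 200 genes changed in each comparison, 92.5%, 90%, and 91.5% were called and no unchanged gene was. Genes more variable than the trend, changed genes with few counts, and a shift of scaling like that at LPS 4 h were not simulated. These rates do not cover them. PCA used the blind variance-stabilizing transformation of DESeq2 1.42.0 on the 500 most variable genes, centred and not scaled. Group correlations were computed on 3 scales: the gene table as CPM plus 1, TPM plus 1 over all joined genes, and TPM plus 1 over genes past the filter. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

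The groups, the comparisons, the test and its threshold, the rule for naming genes, 19 marker lists, and 12 alternative settings with leaving out each library were chosen before the data were examined. The rule names the 12 IEGs and Nfkbia; from each of Supplementary Tables 4 to 8 the 3 largest changes, up to 10 genes not past the threshold, genes of another sign than in the paper, and up to 6 falling genes; for each comparison with PBS the 5 largest rises and falls among called genes without overlap and with a mean count of at least 50; Actb, Gapdh, and Rplp0; and the genes of the marker lists. The values in the paper's tables had been seen when the rule was written. Genes named outside it (Xdh, Cdh5, Cldn1, Il10, and the genes of the differing values) were chosen after their values were seen.

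The alternatives were DESeq2 with the same fold threshold, RLE factors, library size only, no filter, a quasi-likelihood test followed by a fold limit of 0.58, the same test with no fold limit, the threshold test with an added limit of 1.5 on the log2 fold change, an average transcript length offset, a fit on only the groups compared, a block for the library number, and limma 3.58.1 on the gene table with 1 or with 10 added. In DESeq2 a local dispersion trend was set, after counts under both trends had been seen, since the default parametric trend converged or failed with the linear algebra library of the machine; with the length offset the parametric trend was kept. PCA was also run on log2 CPM, on the 2000 most variable genes, and on all genes past the filter. Another pair was added after the data were seen: DESeq2 with the fold threshold and the length offset, and edgeR with a covariate for the sex-linked genes.

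The marker lists set beforehand were those for female-linked and male-linked genes, endothelium, pericytes and mural cells, astrocytes, microglia, neurons, neuronal activity, oligodendrocytes, erythrocytes, neutrophils, platelets, choroid plexus, meninges and fibroblasts, the glucocorticoid response, the clock, type I interferon, heat shock, and reference genes. Lists for skeletal muscle, airway and olfactory mucosa, gastric and intestinal epithelium, and pancreas were added later. GO and KEGG enrichment was not recomputed, since the gene sets are not at hand. RT-qPCR and the sorted cells were outside these libraries.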

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

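Of the tests below, those on Xist with the Y-linked genes, the sex-linked covariate, the clock, rises of over 3 at 4 h, skeletal muscle, the mucosal, gastric, and pancreatic genes, and the regrouped libraries were chosen only after the result was seen, as were the measures for the tests of a shared pool, of neurons, and of non-vessel cells, and the rule that picked marker lists (at least 3 genes tested, at least 50% of them past the threshold and higher). Scaling by library size alone shifts the median of all genes by -0.03 at 15 min, -0.17 at 30 min, and -0.71 at 4 h, so list medians are given under that scaling where it changes the reading.

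The first pattern is the difference between times. Tested directly, 911 genes were past the threshold between LPS 15 min and LPS 30 min and 5530 between LPS 30 min and LPS 4 h. Regrouping the same 6 libraries gives 10 splits, and the real split alone, 1 of 10, reached each of these counts, while the other 9 gave 0 genes. With 10 splits that share cannot be lower, so the splits by themselves cannot exclude chance. The same holds for the counts of all genes, the IEGs, and the paper's lists against PBS, where no other split gave more than 1 gene. Depth and the share of the most abundant genes differ most at LPS 4 h; under library size only the count against PBS at 4 h was 10523.

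Sex-linked genes, which the paper does not discuss, form the second pattern. The 4 male-linked genes, all above 1 CPM in PBS, had a median log2 fold change of 0.76 at LPS 4 h, with Ddx3y (1.61) and Uty (0.86) past the threshold and Eif2s3y (0.67) and Kdm5d (0.20, SE 0.108) not; under library size alone the median was 0.06, with 1 of the 4 past it. Xist fell by 2.16 on the log2 scale from 15 to 30 min (SE 0.311, adjusted p 0.000276). Its changes against PBS were -2.10, -4.26, and -1.05. Summed Y-linked CPM was 113 to 151 in PBS, 181 to 210 at 15 min, 225 to 227 at 30 min, and 275 to 279 at 4 h, while Xist was 254 to 371, 31.5 to 108, 11.6 to 20.9, and 125 to 184. Within groups, Xist and the Y-linked sum moved in opposite directions over the 12 libraries: r = -0.62 (one-sided exact p 0.00309, two-sided exact p 0.0116, 1296 permutations within groups), Spearman rho -0.75 (exact p 0.00694), and r = -0.49 without LPS 15 min replicates 1 and 3. It was the only relation computed. A share of male RNA that differs between pools is a candidate explanation for this relation. For the rise of the Y-linked genes at 4 h it cannot be told apart from regulation, since they lay 1.41 apart, more than a share gives by itself. From 30 min to 4 h Xist rose by 3.22 (2.68 under library size alone), where a smaller share of male RNA would also lower the Y-linked genes; their median was 0.23, and -0.31 under library size alone. The SD of Xist within groups, 0.534, argues against a shared pool of RNA for the libraries of a group. The median was 0.0431 and the largest 0.172 among 500 genes of similar level, of which 0 were as variable. That argument rests on 1 gene. A shared pool would also give the small spread of the other genes, so it is not excluded. As the whole cause of the rise at 15 min the male share is argued against: with the sex-linked covariate 277 of the 642 higher genes and 12 of the 12 IEGs were still past the threshold. A regulated change in Xist was not tested.

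Genes of neuronal activity (6 genes, 6 above 1 CPM in PBS, none in the paper's tables) had a median of 1.19 at LPS 15 min, with 5 of 6 past the threshold. The neuron list, 9 genes all above 1 CPM in PBS, had a median of 0.28 there and 3 past the threshold. Neurons left in the preparation could carry part of the early rise. From 15 to 30 min the activity genes had a median of -0.75 (3 lower and 1 higher past the threshold), where the IEGs had 1.92. Against PBS at 30 min the activity genes had a median of 0.35, with 2 of 6 past the threshold, where the IEGs had 5.01. Vessel cells and neurons cannot be told apart here for the genes that rise by 15 min, since the libraries hold RNA of both and members of the list went both ways.

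Glucocorticoid response genes (9 genes, 9 above 1 CPM, 1 also in the clock list, 2 in the paper's tables) had medians of 1.42, 2.14, and 2.40 at 15 min, 30 min, and 4 h, with 6, 9, and 8 past the threshold and higher. Of the 7 named for a stress response beforehand, 7 were past the threshold and higher at 30 min. Handling and injection stress may therefore raise them; the PBS mice were injected too, which leaves open LPS itself as the trigger of the stress hormone.

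Clock genes (13 genes, 13 above 1 CPM, 1 in another list, 1 in the paper's tables) had a median of 0.75 at LPS 15 min, with 8 higher and 1 lower past the threshold: Per2 2.54, Per1 1.42, Dbp 1.12, and Arntl -1.63. Without new synthesis the fall of Arntl by 15 min would need a half-life of at most 9.22 min. Killing at another time of day could give such values, and since the time of day is not stated, it cannot be told apart from an effect of LPS for the clock genes.

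Heat shock genes (8 genes, 8 above 1 CPM, 3 in the paper's tables) had medians of 1.12, 1.97, and 1.25, with 6, 8, and 6 past the threshold; at 4 h under library size alone the median was 0.54 with 2 past it. Hspa1b changed by 4.40, 6.61, and 1.44. No technical explanation particular to them was tested. The reference genes (3 genes, none in the paper's tables) had a median of 0.69 at LPS 4 h, with Actb 1.43, Gapdh 0.66, and Rplp0 0.69 past the threshold; under library size alone the median was -0.02, with Gapdh and Rplp0 below 0. Against PBS, Actb changed by 0.35 and 1.18, Gapdh by -0.11 and 0.21, and Rplp0 by 0.04 and 0.31 at 15 and 30 min. The sign for Gapdh and Rplp0 at 4 h thus depends on the scaling. Gapdh at 4 h was also not past the threshold with no filter (0.61, adjusted p 0.174) or the length offset (0.58, adjusted p 0.509). Nor was it under limma with 1 (0.58) or 10 (0.58) added.

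Blood and other cells were read from marker lists. Erythrocyte genes (5 genes, 5 above 1 CPM, none in the paper's tables) had medians of 0.89 at 30 min, with 4 past the threshold, and 1.59 at 4 h, with 5; the median at 4 h was 0.89 under library size alone. A higher share of blood in the preparation was not tested apart from these markers. Of 8 neutrophil genes, 1 above 1 CPM in PBS and none in the paper's tables, 5 were tested, and all 5 were past the threshold at 4 h with a median of 6.11 (5.41 under library size alone); S100a9 went from 1.22 to 91.8 CPM and S100a8 from 0.815 to 57.3. Leukocytes attached to the vessels may bring these transcripts at 4 h. The 6 choroid plexus genes, all above 1 CPM, had a median of 0.70 at 4 h with 3 past the threshold, and -0.01 with 0 past it by edgeR under library size alone; Ttr went from 10060 to 17033 CPM. Type I interferon genes (10 genes, 10 above 1 CPM, none in the paper's tables) had a median of 5.80 at 4 h with 10 past the threshold, and 5.10 under library size alone.

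Another share of non-vessel cells could change lists of their markers at 4 h. The median was -0.34 for neurons, with 2 of 9 lower past the threshold, -0.57 for oligodendrocytes, with 3 of 7 lower, and 0.37 for astrocytes, with 3 of 8 higher; under library size alone 8, 5, and 2 were lower. The oligodendrocyte markers lay 1.87 apart (largest SE 0.259), more than a change in share gives by itself, but regulation of single markers would part them too. Rises of over 3 on the log2 scale, which 783 called genes had, are argued against as an effect of such a share, since no marker of these types rose by more than 2.81, and likewise for choroid plexus, whose markers rose by at most 1.14. The median exceeded the SD of the markers in 0 of the 3 types (SD 0.41 for neurons, 0.79 for oligodendrocytes, and 1.12 for astrocytes). No list as a whole thus moved beyond its spread. For the other genes that change at 4 h a smaller change in the share of these cells cannot be told apart from regulation. Some markers of these cells were past the threshold too. Microglia had 1 marker over that limit, Adora3, at 3.35. A larger share of microglia by itself would raise its markers together. Their median was -0.80, with 1 higher and 4 lower past the threshold, and 1 higher and 8 lower under library size alone. These values argue against such a share by itself for rises of over 3, though regulation that lowered the markers was not tested. The rise of Adora3 stays open, and blood cells are not covered and stay open.

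Skeletal muscle genes, 16 in the list of which 11 were above 1 CPM in PBS and none is in the paper's tables, were high at LPS 30 min, with 15 past the threshold, Eno3 being the exception; DESeq2 called 15 and limma 13. At 4 h 11 were higher past the threshold, among them Mb (2.71) and Tnnc2 (2.33), and Mylpf was lower (-1.46); under library size alone 5 were higher and 2 lower. At 15 min Myh1 (3.56) and Mb (1.49) were past it. The list had a median of 0.00 at 15 min, 3.70 at 30 min, and 1.19 at 4 h. Acta1 stood at 38.4 CPM, Ckm at 36.4, Tnnt3 at 27.5, and Myh1 at 24.0. Muscle carried in with 1 pair of mice is argued against, since the highest library of the group held 1.04 times the summed muscle CPM of the lowest. That holds only if the 3 libraries came from separate pairs of mice. The lowest of these libraries held 6.15 times the highest PBS library. Of 8 muscle genes not seen before, 7 were past the threshold. Muscle tissue or its RNA that reached all 3 preparations of the group is a candidate explanation, and expression in vessel cells was not tested.

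Of the 14 genes listed for airway and olfactory mucosa, 1 above 1 CPM in PBS and none in the paper's tables, 11 were tested and 5 were past the threshold at LPS 15 min: Muc5ac, Gp2, Tff1, Reg3g, and Muc5b. Tff1 had no count in PBS and was at least 49.1-fold higher, and Muc5b was 51.9 times its PBS level (counting interval 8.90 to 2090). Of these, 3 were also past the threshold at 4 h: Reg3g, at least 46.5-fold higher, Gp2, at least 5.81-fold, and Muc5b, 112 times its PBS level (19.4 to 4511). Muc5b was past it at 30 min too (22.8 times, 3.63 to 949), as was Scgb1c1 (4.82). At 4 h Bpifb1 (8.36) and Ltf (4.96) were higher and Bpifa1 was 0.0605 times its PBS level (0.00149 to 0.362), so genes of the list changed at each time. A set of 3 source tissues was tried. For each, 8 further genes were read, and none rose at 15 min by as much as Tff1, the lowest of the 4 genes without counts in PBS (1.81 CPM). Airway or olfactory mucosa is argued against, with a highest rise of 1.04 CPM (Cbr2), though Muc5b, 1 of its 8, was past the threshold. Gastric or intestinal epithelium is argued against, with a highest rise of 0.896 CPM (Krt20) and no count for Gkn1, Gkn2, Tff2, and Fabp2 at 15 min. So is pancreas, with a highest rise of 0.0371 CPM (Cela1) and no count for Prss2 and Ctrb1. The source of these transcripts stays open.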

How the results depend on the processing

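Some results in this part rest on choices made after results were seen. DESeq2 with the length offset and the sex-linked covariate were added later, the first when the paper's counts were already known. The local dispersion trend behind the DESeq2 counts was set after counts under both trends had been seen. For the results below, directions and sides of the threshold were compared under the 12 settings set beforehand and without each library; the cause was not tested where a value changed, unless stated.

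Counts of genes past the threshold against PBS (814, 884, and 6315) stayed within 1.5 times under DESeq2 (615, 702, and 5413), RLE factors (793, 884, and 6319), no filter (903, 974, and 6548), the length offset (615, 739, and 5966), only the 2 groups compared (840, 870, and 6295), and the replicate block (792, 869, and 6277). Leaving out single libraries gave 707 to 750, 785 to 835, and 6059 to 6252. The parametric trend of DESeq2, where it converged, gave fewer calls, at 15 min fewer by just over 1.5 times than here. Of the calls in DESeq2, 613, 695, and 5279 were also made here.

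A quasi-likelihood test then a fold limit of 0.58 gave 2286 and 2064 genes at 15 and 30 min and 8431 at 4 h. With no fold limit there were 7393, 7066, and 13124, and with the added limit of 1.5 there were 168, 372, and 2858, as the stricter or looser limit itself brings. On the gene table limma gave 410 and 536 with 1 added and 388 and 503 with 10 added, and at 4 h 5224 and 4948; the cause was not tested. Library size only gave 788 and 893 at the early times and 10523 at 4 h, of which 4574 were shared; the share of called genes that were higher went from 58.0% to 18.2% at 4 h and from 82.4% to 60.8% at 30 min, as the shift of all genes by -0.71 and -0.17 brings. DESeq2 with the length offset, chosen after seeing the data, gave 457, 570, and 4834, and the sex-linked covariate, also chosen after, 317, 279, and 5017.

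For the lists, all 12 IEGs stayed past the threshold at 15 and 30 min under each of the 12 settings and without each library, and 11 did at 4 h under library size only and under the added limit of 1.5 (Hspa1a was the exception in both). With the added limit of 1.5, counts of genes fell to 9 for IEGs lower at 15 min than at 30 min, 7 for those lower at 4 h than at 30 min, 9 for Supplementary Table 4, 42 for Table 5, 4 for Table 6, 6 for Table 7, and 15 for Table 8, and Nfkbia at 15 min (1.23) was under the limit by construction. Leaving out single libraries gave 64 to 66 for Table 5, with Mcoln2 (-1.34) and Akap12 (-1.10) called without LPS 30 min replicate 2, and 12 to 13 for Table 6, with Xdh not called without PBS replicate 1 (adjusted p 0.26), PBS replicate 2 (0.0736), LPS 15 min replicate 1 (0.301), or LPS 15 min replicate 2 (0.0859).

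The first principal component took 74.9% on all genes past the filter, and 80.2% to 88.7% without single libraries; the second took 6.43% to 11.8% without single libraries. The biological coefficient of variation was 0.0543 with the replicate block, 0.101 with the length offset, and 0.0508 to 0.0543 without single libraries; the cause was not tested.

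Single genes gave 2304 comparisons with their main value: 2241 kept their direction and side, 44 were no longer past the threshold, 14 were newly past it, 4 reversed, and 1 changed direction without being past it in either. The added limit of 1.5 accounts for 21 of the 44. The reversals were Akap12 at 30 min under limma (1.22 with 1 added, 1.22 with 10 added, against -0.57), and Gapdh (-0.043) and Rplp0 (-0.016) at 4 h under library size only. The cause was not tested for Akap12; the shift of all genes moves Gapdh and Rplp0. Without LPS 30 min replicate 2 Akap12 was past the threshold at -1.10, and without LPS 30 min replicate 3 it stood at -0.25.

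Depth limits the genes with few counts in PBS: Slamf6 failed the filter, the folds of genes at 0 are bounds, and without PBS replicate 3 Tnf moved from 4.43 to 6.72 at 15 min, from 7.61 to 9.91 at 30 min, and from 7.85 to 10.14 at 4 h. All alternatives set beforehand were run.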

Differences from the paper's values

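DESeq2 with the fold threshold and the length offset was tried only after the result was seen. The local dispersion trend of DESeq2 without that offset was also set after counts under both trends had been seen. The paper's log2 fold changes come from its Supplementary Tables, and the errors it prints there are the SE of the log2 fold change. A log2 fold change is called different where the sign differs or the gap is over the larger of that SE and the SD here, the root of the summed variances of log2 CPM in the 2 groups (0.0730 for Egr1 at 30 min, where the paper's SE is 0.0393). A count is called different where one value is over 1.5 times the other. Per table, the number of genes without a difference was 11 of 12 (3a), 9 of 12 (3b), 10 of 12 (3c), 14 of 16 (4), 54 of 66 (5), 9 of 13 (6), 12 of 12 (7), and 21 of 23 (8).

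The paper gives 457 differentially expressed genes at 15 min where 814 were found here. Of the alternatives set before the data were examined, DESeq2, the length offset, and limma with 1 or 10 added have no difference; RLE factors, library size only, no filter, both quasi-likelihood tests, the added limit of 1.5, only the 2 groups, and the replicate block do. At 30 min the paper's text gives 558 where 884 were found; DESeq2, the added limit of 1.5, the length offset, and limma with 1 or 10 added have no difference, and the other 7 do. Fig. 2c prints 578. DESeq2 with the fold threshold and the length offset, chosen after seeing the values, gave 457, 570, and 4834 and drops 2 of the paper's 167 called items. For genes past the threshold, LPS 4 h against PBS, the paper's 4843 and the 6315 found here are within 1.5 times.

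Genes of 1 kind differ except under the length offset and limma with 1 or 10 added, while the other 9 alternatives differ. They are Nr4a1 at 4 h (the paper's 2.20, here 2.37), Litaf (the paper's 1.32, here 1.16), Noct (the paper's 1.79, here 1.71), Arid5a (the paper's 2.76, here 2.66), Trim16 (the paper's 0.86, here 0.95), Xdh (the paper's 0.80, here 0.65), Sema4a (the paper's 1.04, here 1.18), Adgrb2 (the paper's 1.19, here 0.92), Tgfb2 (the paper's -1.08, here -0.94), and Akap11 (the paper's 1.61, here 1.37).

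Under the length offset and limma with 1 added, but not under the other 10 alternatives, no difference was left for Atf3 at 15 min (the paper's 3.45, here 3.66) and 4 h (the paper's 5.40, here 5.61), Cxcl2 at 15 min (the paper's 4.94, here 5.73) and 30 min (the paper's 9.28, here 9.84), and Mcoln2 (the paper's -1.63, here -1.08). For Atf3 at 30 min (the paper's 6.50, here 6.70) library size only has no difference either, and the other 9 do.

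Library size only, the length offset, and limma with 1 or 10 added have no difference, and the other 8 do, for Nr4a1 at 30 min (the paper's 4.86, here 5.01) and Nr4a3 (the paper's 2.77, here 3.00). DESeq2, RLE factors, no filter, the length offset, and limma with 1 or 10 added have no difference, and the other 6 do, for Egr1 at 30 min in Supplementary Tables 3b and 5 (the paper's 5.13, here 5.20) and Zfp36 (the paper's 5.36, here 5.40). Irf1 (the paper's 2.75, here 2.80) has no difference under DESeq2, RLE factors, the length offset, and both limma settings, and differs under the other 7. Ptgs2 at 15 min (the paper's 1.23, here 1.28) has none under those and library size only, and differs under the other 6. Ezr (the paper's 1.26, here 1.34) has none under no filter, the length offset, only the 2 groups, and both limma settings, and differs under the other 7. Il1rn (the paper's 4.38, here 3.14) has none under the length offset alone, and differs under the other 10 of the 11 alternatives that test it.

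Akap12 at 30 min is higher in the paper (the paper's 1.22) and -0.57 here; limma with 1 or 10 added has no difference (1.22 and 1.22), and the other 10 alternatives do. Of the paper's 167 items, 164 were called here. Mcoln2 was not past the threshold here and was called under library size only, both quasi-likelihood tests, the length offset, limma with 1 added, without LPS 30 min replicate 2, and under DESeq2 with the length offset, which was chosen after seeing the values and drops 2 of the paper's items. Akap12 was called by both limma settings in the paper's direction and, in the other direction, by the quasi-likelihood test with no fold limit (-0.57, adjusted p 0.0349) and without LPS 30 min replicate 2 (-1.10). Slamf6 could not be tested here; it was tested under DESeq2 (-1.69, adjusted p 1), no filter (-1.62, adjusted p 1), DESeq2 with the length offset (-3.58, adjusted p 0.0524), chosen after seeing the values, with 2 of the paper's items dropped, and without some single libraries (adjusted p 0.226 to 1), and was called by none of them.

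DESeq2 with the length offset, chosen after seeing the values and with 2 of the paper's items dropped, has no difference in 25 of the 26 log2 fold changes above, Akap12 being the exception. The sex-linked covariate, also chosen after seeing the values and with 33 of the paper's items dropped, has none in 6: Nr4a1 and Zfp36 at 30 min, Egr1 in both tables, Ptgs2 at 15 min, and Sema4a. Leaving out a single library, set before the data were examined, has none for Egr1 (without PBS replicate 1 or 2 or LPS 30 min replicate 1), Irf1 and Arid5a (without PBS replicate 1), Ptgs2 at 15 min, Il1rn, and Cxcl2 at 30 min (without PBS replicate 3), Zfp36 (without PBS replicate 3 or LPS 30 min replicate 3), Mcoln2 (without LPS 30 min replicate 2), and Ezr (without PBS replicate 2, LPS 4 h replicate 3, any LPS 15 min replicate, or LPS 30 min replicate 1 or 2).

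The paper places the peak of the IEGs at 30 min. By the tally here, 11 of 12 were past the threshold and lower at 15 min than at 30 min and 11 of 12 were lower at 4 h; Ier3 stood at 4.11 at 4 h and 3.99 at 30 min.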

Other observations

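Of the tests in this part, none was chosen after the result was seen.

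The time a gene needs to be transcribed was weighed as a limit on which genes rise by 15 min. The 642 genes higher at 15 min had a median genomic length of 21599 bp, against 14444 bp for 543 genes higher at 30 min and not at 15 min, and 19009 bp for all genes tested. The two-sided permutation p of the difference was 5e-05 with 1e+05 resamples, in the direction opposite to such a limit. This argues against a general shift to short genes among those higher at 15 min. Medians cannot show whether the longest genes were held back, so a limit by transcription time is not excluded. No other explanation of the difference in length was tested.

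Marker lists that gave no such pattern are listed with their medians at 15 min, 30 min, and 4 h. Under library size only all genes have a median of -0.71 at 4 h, and the list medians shift with it; the genes lower past the threshold were then 7 endothelial, 8 microglia, 8 neuron, 5 oligodendrocyte, and 5 meningeal and fibroblast genes. Endothelial genes (10, all above 1 CPM in PBS, 2 in the paper's tables) had -0.18, -0.19, and -0.82, with 1 higher and 1 lower past the threshold at 15 min and at 30 min, and 2 higher and 5 lower at 4 h. Pericyte and mural genes (9, all above 1 CPM) had -0.28, -0.11, and -0.14, with 2, 0, and 1 lower past it in edgeR; at 4 h the median was -0.85 under library size only, with 8 lower. Astrocyte genes (8, all above 1 CPM) had -0.18, 0.07, and 0.37, with 1 lower at 15 min, 2 higher at 30 min, and 3 higher at 4 h; at 4 h the median was -0.34 under library size only, with 2 higher and 2 lower. Microglia genes (9, of which 8 were above 1 CPM and 1 is in the paper's tables) had -0.16, -0.05, and -0.80, with 1 lower at 30 min and 1 higher and 4 lower at 4 h. Neuron genes had -0.23 at 30 min and -0.34 at 4 h, with 2 lower at 4 h. Oligodendrocyte genes (7, all above 1 CPM) had -0.26, -0.29, and -0.57, with 3 lower at 4 h. Platelet genes (6, of which 5 were above 1 CPM and 1 is in the paper's tables) had -0.55, 0.02, and 0.37, with 1 lower at 15 min, 1 lower at 30 min, and 2 higher at 4 h; at 4 h under library size only the median was -0.33, with 0 higher and 2 lower in edgeR. Meningeal and fibroblast genes (6, all above 1 CPM) had -0.46, -0.21, and -0.58, with 2, 1, and 3 lower past it. The female-linked genes Xist and Tsix had -1.20, -2.15, and -1.25, with 1 lower past it each time.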
